# NKL homeobox gene NKX2-2 is aberrantly expressed in Hodgkin lymphoma

**DOI:** 10.18632/oncotarget.26459

**Published:** 2018-12-25

**Authors:** Stefan Nagel, Roderick A.F. MacLeod, Claudia Pommerenke, Corinna Meyer, Maren Kaufmann, Hans G. Drexler

**Keywords:** homeobox, NKL-code, T-ALL, Hodgkin lymphoma

## Abstract

NKL homeobox genes encode basic transcriptional regulators of cell and tissue differentiation. Recently, we described a hematopoietic NKL-code comprising nine specific NKL homeobox genes expressed in normal hematopoietic stem cells, lymphoid progenitors and during lymphopoiesis, highlighting their physiological role in the development of T-, B- and NK-cells. Here, we identified aberrant expression of the non-hematopoietic neural NKL homeobox gene NKX2-2 in about 12% of both, classical Hodgkin lymphoma (HL) and nodular lymphocyte predominant (NLP) HL patients. The NKX2-2 expressing NLPHL-derived cell line DEV served as a model by analysing chromosomal configurations and expression profiling data to reveal activating mechanisms and downstream targets of this developmental regulator. While excluding chromosomal rearrangements at the locus of NKX2-2 we identified t(3;14)(p21;q32) resulting in overexpression of the IL17 receptor gene IL17RB via juxtaposition with the IGH-locus. SiRNA-mediated knockdown experiments demonstrated that IL17RB activated NKX2-2 transcription. Overexpression of IL17RB-cofactor DAZAP2 via chromosomal gain of 12q13 and deletion of its proteasomal inhibitor SMURF2 at 17q24 supported expression of NKX2-2. IL17RB activated transcription factors FLI1 and FOXG1 which in turn mediated NKX2-2 expression. In addition, overexpressed chromatin-modulator AUTS2 contributed to NKX2-2 activation as well. Downstream analyses indicated that NKX2-2 inhibits transcription of lymphoid NKL homeobox gene MSX1 and activates expression of basic helix-loop-helix factor NEUROD1 which may disturb B-cell differentiation processes via reported interaction with TCF3/E2A. Taken together, our data reveal ectopic activation of a neural gene network in HL placing NKX2-2 at its hub, highlighting a novel oncogenic impact of NKL homeobox genes in B-cell malignancies.

## INTRODUCTION

Hodgkin lymphoma (HL) is a B-cell malignancy comprising some 10% of all lymphomas. This cancer is subclassified into two distinct entities according to clinical and histopathological features, namely classical HL (cHL) and nodular lymphocyte predominant (NLP) HL [1]. The malignant cells of HL, Hodgkin/Reed-Sternberg (HRS) cells, infiltrate lymph nodes where they are vastly outnumbered by predominant bystander cells which include activated lymphocytes, plasma cells and granulocytes [2]. This picture reflects aberrant expression of several signalling molecules by HRS cells, notably interleukins and other growth factors together with their receptors which mediate constitutive activation of the associated signalling pathways and transcription factors (TFs) [3]. TFs of the NFkB-family play a fundamental role in the pathogenesis of HL. In addition to pathway deregulation, NFkB activation occurs via genomic amplification and mutations of their negative regulators [4]. With respect to the low content of HRS cells in HL tumors, cell lines represent suitable tools to analyze the pathological mechanisms of this malignancy. While most available HL cell lines belong to the cHL group DEV represents the NLPHL entity [5, 6]. This discrimination is also supported by recent cluster analyses using expression profiling data from all bona fide HL cell lines [7].

Compromised B-cell development has been highlighted as a major aspect of the pathogenesis in HL by analyses of cell lines and micro-dissected HRS cells whose main TFs important for B-cell development are absent or inactivated, resulting in B-cells with incomplete phenotypes [8, 9]. Aberrantly downregulated B-cell associated TFs include EBF1, PAX5, POU2AF1/BOB1/OBF1 and POU2F2/OCT2 [10–13]. Additional features of disturbed B-cell differentiation in HL include repressed activity of basic helix-loop-helix (bHLH) protein TCF3/E2A by overexpressed ID2 and MSC/ABF1 [14]. However, reactivation of the fundamental TFs EBF1 or PAX5 is alone insufficient to rebuild the developmental B-cell program in HL, indicating that multiple factors are involved in complete B-cell differentiation [11, 15].

NKL homeobox genes encode TFs which regulate fundamental processes in both embryonal development and differentiation in the adult. Some represent master genes for specific cell types/organs like NKX2-3 (spleen), NKX2-5 (heart), or NKX3-1 (prostate) [16–18]. Others, like DLX family members operate a code which regulates the development of the complex structures and tissues in the embryonal region of the pharynx [19]. Accordingly, we coined the term “hematopoietic NKL-code” to describe the physiological expression pattern of particular NKL homeobox genes in early hematopoiesis and lymphopoiesis [20, 21]. We detected the physiological expression of nine NKL homeobox genes including NKX2-3 in HSCs, MSX1 in lymphoid progenitors, B-cell progenitors and NK-cells, and HHEX and NKX6-3 in late B-cell development [20–22]. Thus, due to their basic impact, aberrant activities of NKL homeobox genes may contribute to leukemogenesis/lymphomagenesis by deregulating developmental processes.

Malignant cells of T-cell acute lymphoblastic leukemia (T-ALL) are developmentally arrested thymocytes showing disturbed T-cell differentiation due to aberrant expression of particular oncogenes including NKL homeobox genes [23]. This homeobox gene subclass consists of 48 members of which 24 are aberrantly expressed in this malignancy [20, 24, 25]. Thus, NKL homeobox genes represent the largest single oncogene class in T-ALL. In B-cell malignancies deregulated expression of particular NKL homeobox genes has been also described. Thus for example, NKX2-1 is ectopically expressed in diffuse large B-cell lymphoma (DLBCL), and the hematopoietic NKL homeobox genes NKX2-3 and NKX6-3 are overexpressed while MSX1 is downregulated in particular B-cell lymphomas [21, 26–28]. Recently, we systematically analyzed deregulated NKL homeobox genes in B-cell malignancies, identifying seven overexpressed NKL-code members and six ectopically activated non-code members in patient samples including NKX2-2 in HL [21]. Collectively, these results show that NKL homeobox genes also play a significant role in B-cell neoplasms.

Here, we analyzed NKL homeobox gene NKX2-2 which is aberrantly activated in subsets of cHL and NLPHL patients. We used a NKX2-2 expressing HL cell line as a model and identified upstream regulators and downstream targets. Our data assemble a pathological gene regulatory network surrounding NKX2-2 and extend the oncogenic role of NKL homeobox genes to this type of B-cell lymphoma.

## RESULTS

### Aberrant expression of NKX2-2 in HL

Recently, we systematically analyzed NKL homeobox gene expression in normal B-cell development and in B-cell lymphoma patients, thereby identifying a physiological NKL-code in B-cell differentiation and aberrant activities in HL patient samples [21]. Dataset GSE12453 containes 17 HL patient samples showing overexpression of non-hematopoietic NKL homeobox gene NKX2-2 in 1 of 12 cHL and 1 of 5 NLPHL patients (Figure 1A). Examination of the additional clinical datasets GSE39134 and GSE7788 in combination with GSE12453 confirmed frequently enhanced expression of NKX2-2 in about 12% of both HL entities (Supplementary Figure 1A-1C). Of note, overexpression of this gene was detected in less than 1 % of 117 pediatric T-ALL patients supporting its significance in HL (Supplementary Figure 1D). Dataset GSE40160 contains samples of primary mediastinal B-cell lymphoma (PMBL), revealing NKX2-2 overexpression in 1 of 5 (20%) PMBL patients (Figure 1B). Therefore, frequent NKX2-2 expression in patients of the closely related B-cell malignancies HL and PMBL may support the significance of this potential oncogene in lymphomagenesis of these particular entities.

**Figure 1:**
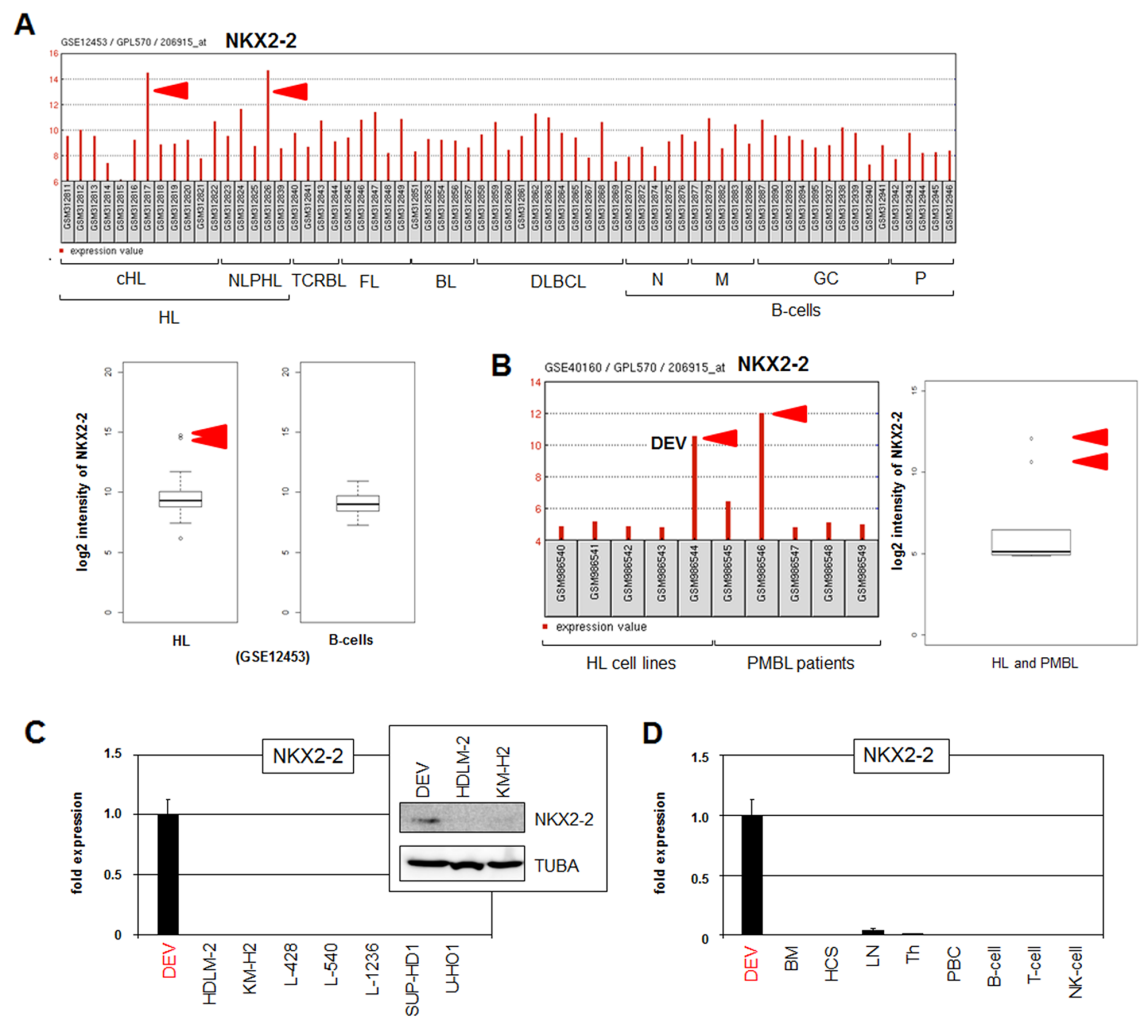
Expression of NKX2-2 in HL patients and cell lines **(A)** Expression profiling data of NKX2-2 (206915_at) in dataset GSE12453 containing samples of patients and normal B-cells are indicated as barplot (above) and boxplot (below). Hodgkin lymphoma (HL), T-cell rich B-cell lymphoma (TCRBL), follicular lymphoma (FL), Burkitt lymphoma (BL), diffuse large B-cell lymphoma (DLBCL), naïve B-cells (N), memory B-cells (M), germinal centre B-cells (GC), plasma cells (P). The red arrows indicate samples showing NKX2-2 overexpression detected in 1/12 (8%) cHL and in 1/5 (20%) NLPHL patients. **(B)** Expression profiling data of NKX2-2 in dataset GSE40160 containing samples of five HL cell lines including DEV and of five peripheral mediastinal B-cell lymphoma (PMBL) patients are indicated as barplot (left) and boxplot (right). The red arrows indicate DEV and one sample showing NKX2-2 overexpression, representing 20% of PMBL patients. **(C)** Expression analysis of NKX2-2 in HL cell lines by RQ-PCR and Western blot (insert). **(D)** RQ-PCR analysis of NKX2-2 in DEV in comparison to primary hematopoietic cell/tissue samples: bone marrow (BM), hematopoietic stem cell (HSC), lymph node (LN), thymus (Th), peripheral mononuclear blood cells (PBC), B-cells, T-cells and NK-cells.

Dataset GSE40160 also contains samples from five HL cell lines (DEV, HDLM-2, KM-H2, L-428, L-1236), showing NKX2-2 overexpression in NLPHL-derived DEV (Figure 1B). Subsequent RQ-PCR analysis of eight HL cell lines confirmed NKX2-2 expression exclusively in DEV cells (Figure 1C). However, RQ-PCR analysis of four PMBL cell lines failed to detect NKX2-2 activity (Supplementary Figure 1E). Western blot analysis demonstrated NKX2-2 expression in DEV at the protein level which supported its potential functional relevance in this disease (Figure 1C). RQ-PCR analysis of NKX2-2 in DEV in comparison to primary hematopoietic cell/tissue samples showed absence in the latter (Figure 1D), indicating ectopic activity of this NKL homeobox gene in HL subsets. RNA sequencing data obtained from the human protein atlas (https://www.proteinatlas.org/) showed normal NKX2-2 expression in the brain which coincides with the first report of this gene in mice (Supplementary Figure 2) [29, 30]. Accordingly, RQ-PCR analysis of NKX2-2 in DEV and a primary human brain sample demonstrated lower but significant gene activity in the cell line and confirmed ectopic expression of this brain-associated NKL homeobox gene in HL (Supplementary Figure 3). Taken together, we demonstrated aberrant activity of NKL homeobox gene NKX2-2 in subsets of the cHL and NLPHL entities. NKX2-2 expressing NLPHL-derived cell line DEV may thus serve as useful *in vitro* model to reveal aberrant upstream factors and downstream targets of this potential oncogene in HL.

### IL17RB mediates activation of NKX2-2 in DEV

In T-ALL and splenic marginal zone lymphoma (SMZL) aberrant activation of particular NKL homeobox genes is conducted via chromosomal rearrangements [27, 31]. Therefore, to reveal potential genomic aberrations which may mediate deregulated expression of NKX2-2 in DEV we performed genomic profiling. However, the locus of NKX2-2 at 20p11 retained the wild type configuration and copy number gains were absent (Figure 2A). Furthermore, respective examinations by SKY and FISH using whole chromosome paints in combination with a gene-specific probe failed to detect rearrangement of the NKX2-2 locus discounting this directly operating mechanism as the cause of deregulation (Figure 2B).

**Figure 2:**
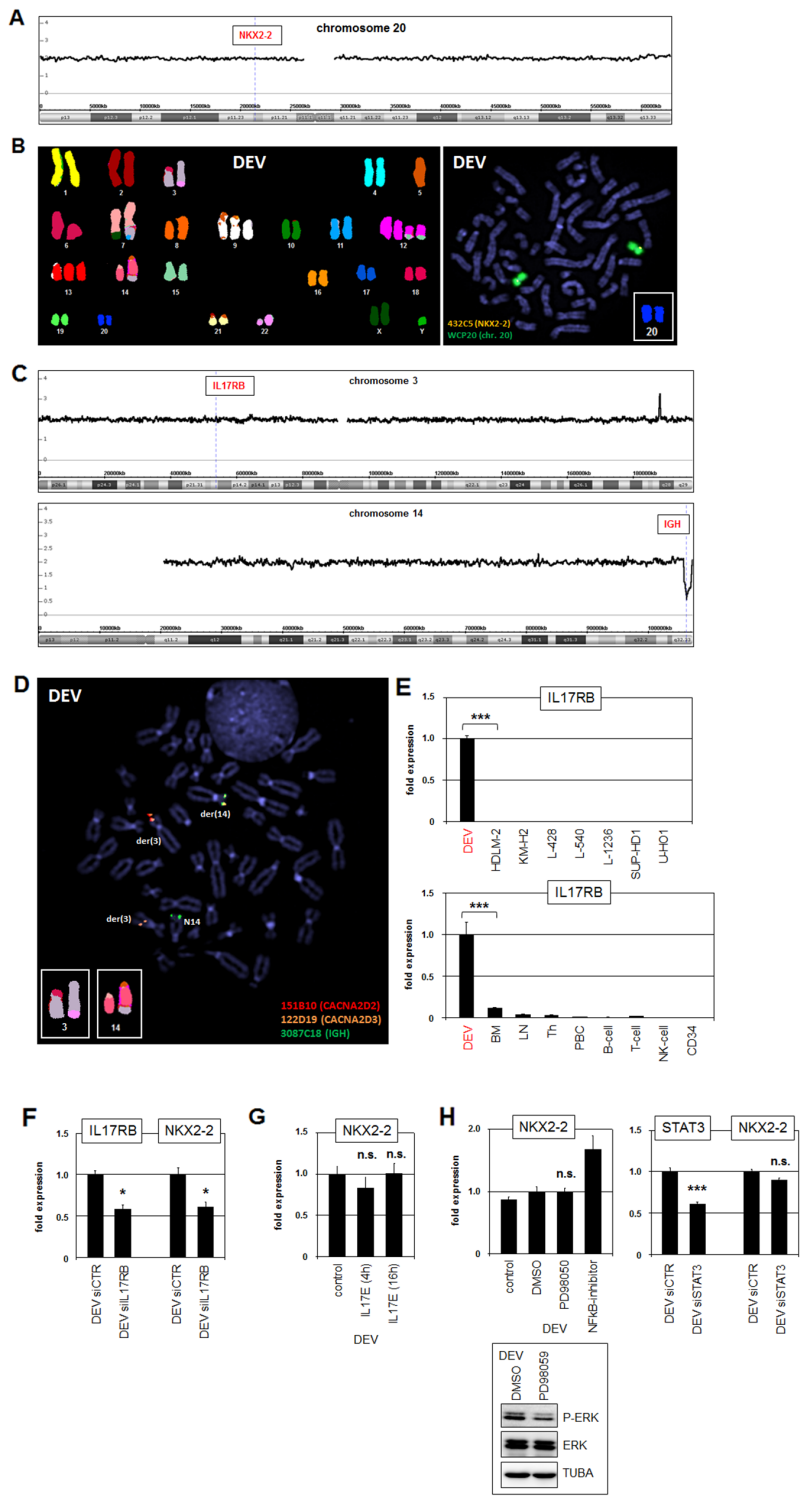
Identification of t(3;14)(p21;q32) targeting IL17RB and IGH **(A)** Genomic profiling data for chromosome 20 of HL cell line DEV. The locus of NKX2-2 is indicated showing absence of copy number gains. **(B)** SKY (left) and FISH (right) analyses of DEV. The SKY data indicate several chromosomal aberrations including t(3;14) but absence of rearrangements of NKX2-2 at 20p11. FISH was performed using whole chromosome painting probe for chromosome 20 (green) and a covering NKX2-2 specific probe (orange), indicating absence of rearrangements. **(C)** Genomic profiling data for chromosome 3 (above) and chromosome 14 (below) of HL cell line DEV. The locus of IL17RB at 3p21 is indicated showing absence of copy number gains. The IGH locus at 14q32 shows B-cell specific deletions. **(D)** FISH analysis of DEV using gene-specific probes for CACNA2D2 (red), CACNA2D3 (orange) and IGH (green). This result localized the breakpoints of t(3:14) at 3p21 between the genes CACNA2D2 and CACNA2D3 and at 14q32 nearby IGH. **(E)** RQ-PCR analyses of IL17RB in HL cell lines (above) and primary hematopoietic cell/tissue samples. **(F)** RQ-PCR analysis of IL17RB and NKX2-2 after siRNA-mediated knockdown of IL17RB. **(G)** RQ-PCR analysis of NKX2-2 after stimulation of DEV cells with recombinant IL17E/IL25 for 4h or 16h. **(H)** DEV cells were treated with ERK-inhibitor PD98059 or with NFkB-inhibitor. Subsequent analysis of NKX2-2 expression by RQ-PCR and ERK-phosphorylation by Western blot demonstrated absence of ERK-signalling or NFkB in NKX2-2 activation. RQ-PCR analysis of STAT3 and NKX2-2 after siRNA-mediated knockdown of STAT3 (left) indicated absence of STAT3-mediated NKX2-2 activation.

The SKY data indicated additional chromosomal rearrangements including t(3;14) which might contribute, albeit indirectly, to NKX2-2 activation. Genomic profiling data showed absence of copy number alterations on the short arm of chromosome 3 and indicated a B-cell specific deletion at the rearranged IGH locus on the long arm of chromosome 14 (Figure 2C). FISH analyses narrowed one breakpoint down to region 3p21 located between the genes CACNA2D2 and CACNA2D3, and the other breakpoint to the IGH locus at 14q32 which is recurrently altered in B-cell neoplasms (Figure 2D). Analysis of expression profiling data from dataset GSE40160 for genes hosted in the indicated region at 3p21 revealed conspicuously activated IL17RB in DEV (data not shown). Subsequent RQ-PCR analysis of this gene in HL cell lines confirmed its significant activity exclusively in DEV (Figure 2E). Furthermore, expression analysis of IL17RB in DEV in comparison to primary hematopoietic cells/tissues demonstrated ectopic activation (Figure 2E). IL17RB encodes a receptor for interleukin 17 (IL17) and showed normal expression in the brain resembling NKX2-2 (Supplementary Figures 2, 3). Thus, aberrant chromosomal juxtaposition of the IGH locus to the IL17RB gene had resulted in ectopic activation of this brain-associated receptor.

To analyze the role of IL17RB in NKX2-2 expression we performed siRNA-mediated knockdown experiments. Subsequent quantification of IL17RB and NKX2-2 transcripts by RQ-PCR demonstrated concomitant downregulation, indicating that IL17RB-signalling activates NKX2-2 expression (Figure 2F). However, stimulation of DEV with its cognate recombinant ligand IL17E/IL25 showed no further increase in NKX2-2 expression levels (Figure 2G), suggesting maximal activity of this receptor in DEV cells. Aberrant downstream effects of IL17RB include promotion of ERK-signalling in thyroid cancer cells, and activation of NFkB or STAT3 in breast cancer cells [32–34]. However, although treatment of DEV with ERK-inhibitor PD98059 reduced phosphorylation of ERK, NKX2-2 expression levels remained unaltered (Figure 2H). Similarly, treatment of DEV with NFkB-inhibitor or by siRNA-mediated knockdown of STAT3 showed even activating or no effect on NKX2-2 expression, respectively (Figure 2H). Taken together, we identified a novel chromosomal aberration in HL cell line DEV, t(3;14)(p21;q32), which activates IL17RB expression via juxtaposition to the IGH locus. Furthermore, this receptor mediated NKX2-2 activation without involvement of ERK-signalling, NFkB or STAT3.

### DAZAP2 and SMURF2 regulate NKX2-2 expression

The activity of IL17RB is supported by the cofactor DAZAP2 which in turn is regulated via proteasomal degradation mediated by SMURF2 [35]. RQ-PCR analysis of DAZAP2 demonstrated enhanced expression levels in DEV (Figure 3A). SiRNA-mediated knockdown of DAZAP2 resulted in reduced transcription of NKX2-2 (Figure 3A), confirming the activating role of DAZAP2 described for IL17RB. Genomic profiling data for DAZAP2 at 12q13 showed a copy number gain of its locus due to a duplication of extended parts of chromosome 12 which may underlie its enhanced gene activity in DEV (Figure 3B).

**Figure 3:**
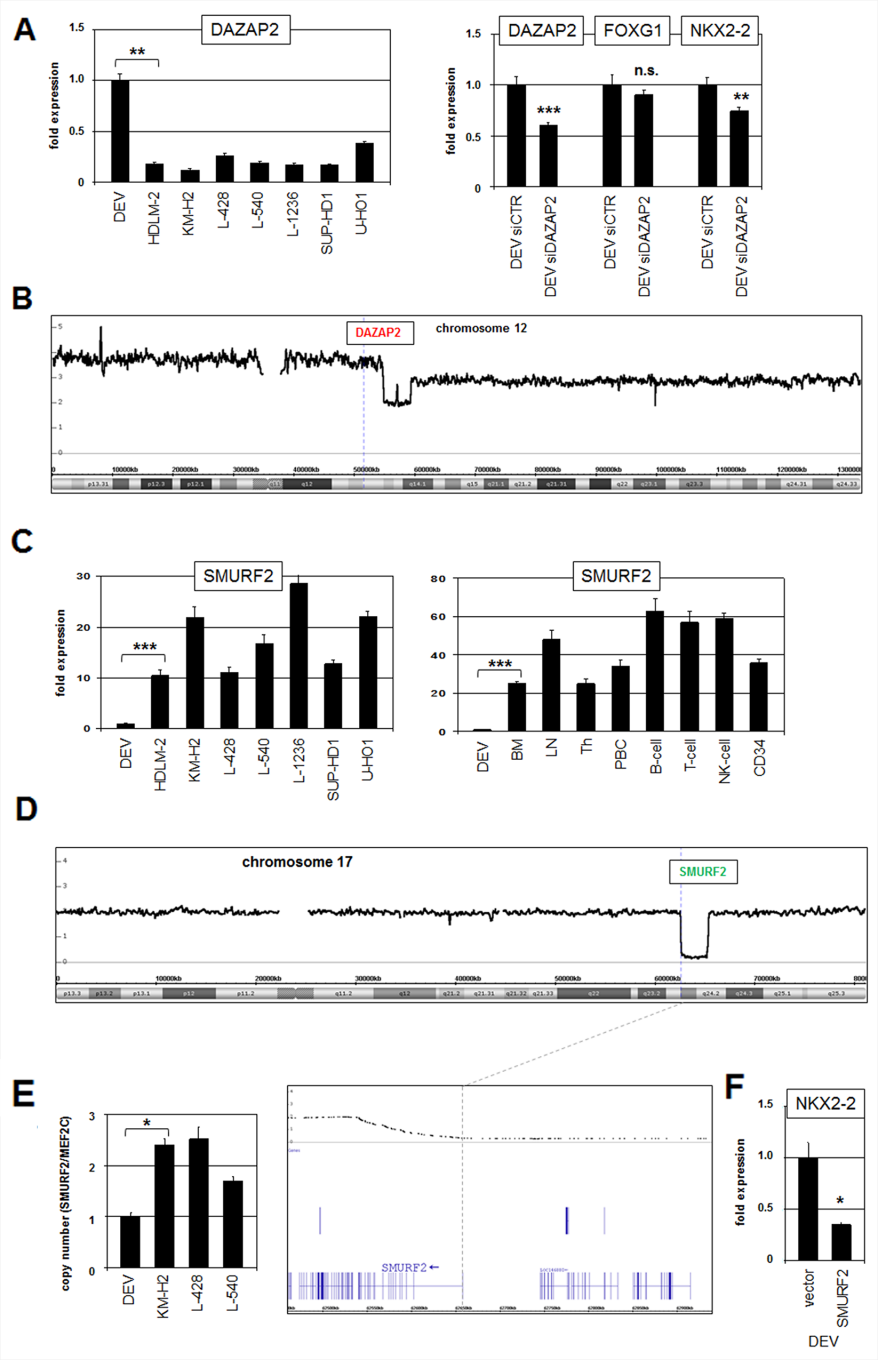
DAZAP2 and SMURF2 are deregulated modulators of IL17RB activity **(A)** RQ-PCR analysis of DAZAP2 in HL cell lines (left). RQ-PCR analysis of DAZAP2, FOXG1 and NKX2-2 in DEV cells treated for siRNA-mediated knockdown of DAZAP2 (right). **(B)** Genomic profiling data for chromosome 12 of HL cell line DEV. The locus of DAZAP2 is indicated and located in a region of copy number gain. **(C)** RQ-PCR analysis of SMURF2 in HL cell lines (left) and in primary hematopoietic cell/tissue samples (right). **(D)** Genomic profiling data for chromosome 17 of HL cell line DEV. The locus of SMURF2 is indicated and located in deleted region. Enlargement of this deleted region demonstrates that the promoter region and the 5’-primed end of SMURF2 is lost (below). **(E)** Quantification of exon 1 of SMURF2 in genomic DNA of selected HL cell lines by Q-PCR. The gene MEF2C served as reference. **(F)** RQ-PCR analysis of NKX2-2 in DEV cells treated with forced expression of SMURF2.

The expression level of SMURF2 was strongly reduced in DEV as compared to HL control cell lines and primary hematopoietic cell/tissue samples (Figure 3C). Interestingly, copy number data of DEV demonstrated a site-directed genomic deletion of SMURF2 at 17q23 (Figure 3D). Quantification of genomic exon 1 copies from SMURF2 by RQ-PCR confirmed the indicated loss of this gene and its regulatory upstream region (Figure 3E). Forced expression of SMURF2 in DEV resulted in reduced NKX2-2 expression (Figure 3F), confirming the activating role of IL17RB and its negative control by SMURF2. Thus, elevated DAZAP2 and reduced SMURF2 gene activities were effected by chromosomal aberrations and contributed to increased NKX2-2 transcription probably via elevated activity of IL17RB.

### Aberrant activity of neuronal TFs in DEV

NKX2-2 is aberrantly expressed in Ewing sarcoma. In this malignancy the TF encoding gene FLI1 is fused to EWS and the resultant hybrid protein directly activates NKX2-2 transcription [36]. To examine if FLI1 plays a role in NKX2-2 expression in DEV as well, we first quantified FLI1 transcripts in HL cell lines and primary hematopoietic cells/tissues (Figure 4A). DEV showed elevated transcript levels as compared to HL control cell lines. FLI1 transcripts were detected in all analyzed hematopoietic samples of which spleen expressed the highest levels. Public RNA-sequencing data showed high FLI1 expression levels in the spleen and lower levels in the remaining tissues including the brain (Supplementary Figure 2). The expression levels of FLI1 were similar in DEV and the brain sample as analyzed by RQ-PCR (Supplementary Figure 3). SiRNA-mediated knockdown of FLI1 in DEV resulted in concomitantly reduced expression of NKX2-2, indicating an activating input for FLI1 in HL (Figure 4B). SiRNA-mediated knockdown of NKX2-2 showed no effect on FLI1 expression, discounting mutual regulation (Figure 4B). In contrast, knockdown of IL17RB resulted in decreased FLI1 expression, demonstrating that NKX2-2 activator FLI1 is located downstream of the IL17-receptor IL17RB (Figure 4B).

**Figure 4:**
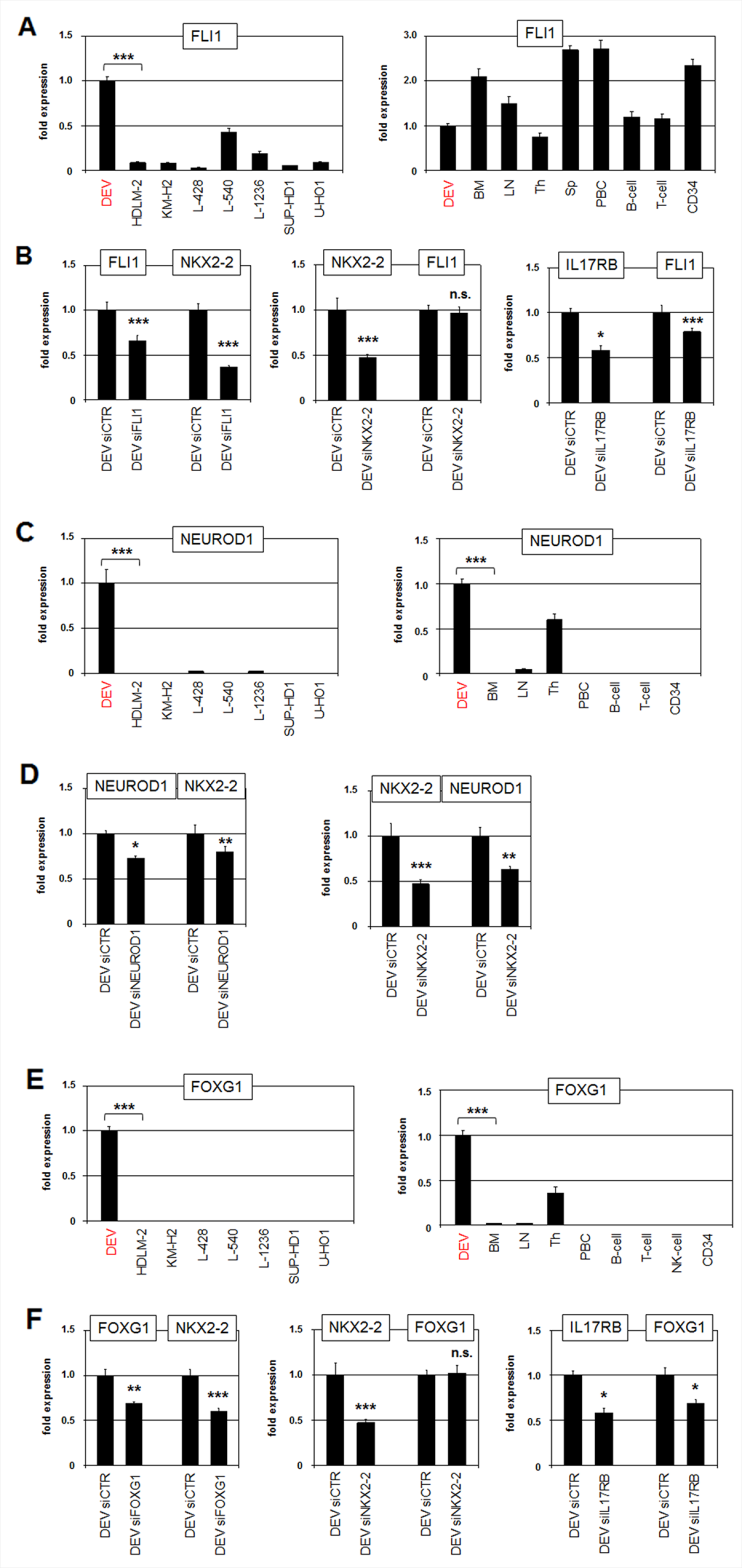
Neuronal TFs FLI1, NEUROD1 and FOXG1 activate NKX2-2 expression **(A)** RQ-PCR analysis of FLI1 in HL cell lines (left) and primary hematopoietic cell/tissue samples (right). **(B)** RQ-PCR analysis of FLI1 and NKX2-2 in DEV cells after siRNA-mediated knockdown of FLI1 (left). RQ-PCR analysis of NKX2-2 and FLI1 in DEV cells after siRNA-mediated knockdown of NKX2-2 (middle). RQ-PCR analysis of IL17RB and NKX2-2 in DEV cells after siRNA-mediated knockdown of IL17RB (right). **(C)** RQ-PCR analysis of NEUROD1 in HL cell lines (left) and primary hematopoietic cell/tissue samples (right). **(D)** RQ-PCR analysis of NEUROD1 and NKX2-2 in DEV cells after siRNA-mediated knockdown of NEUROD1 (left). RQ-PCR analysis of NKX2-2 and NEUROD1 in DEV cells after siRNA-mediated knockdown of NKX2-2 (right). **(E)** RQ-PCR analysis of FOXG1 in HL cell lines (left) and primary hematopoietic cell/tissue samples (right). **(F)** RQ-PCR analysis of FOXG1 and NKX2-2 in DEV cells after siRNA-mediated knockdown of FOXG1 (left). RQ-PCR analysis of NKX2-2 and FOXG1 in DEV cells after siRNA-mediated knockdown of NKX2-2 (middle). RQ-PCR analysis of IL17RB and FOXG1 in DEV cells after siRNA-mediated knockdown of IL17RB (right).

Physiologically, NKX2-2 operates in the development of the brain and additionally in the pancreas [30, 37]. In the latter context, NKX2-2 has been shown to regulate NEUROD1 directly [38, 39]. Of note, this bHLH TF is also involved in neuronal differentiation indicating that its regulatory connection with NKX2-2 may be more widespread [40]. RQ-PCR analysis and RNA-seq data of NEUROD1 transcripts in HL cell lines and primary cells/tissues detected significant expression in DEV, in the thymus and the brain (Figure 4C, Supplementary Figures 2, 3). SiRNA-mediated knockdown of NEUROD1 and NKX2-2 demonstrated mutual activation of these genes (Figure 4D), supporting that NEUROD1 represents a downstream target which also plays a role in NKX2-2 deregulation in HL.

To identify additional activators of NKX2-2 we performed comparative expression profiling analysis of dataset GSE40160 using R-based online tools. This examination revealed 250 significant differentially expressed genes in DEV as compared to the four associated HL control cell lines, including IL17RB, SYK, INPP5D, FOXG1 and AUTS2 (Supplementary Figure 4). Of note, the identification of IL17RB confirmed our data as described above. Furthermore, elevated expression of B-cell receptor signalling components SYK and INPP5D highlight the NLPHL character of DEV while the controls represent the cHL entity [5, 7, 41]. FOXG1 encodes a TF of the forkhead-family and is involved in the development of the brain and the thymus [42, 43]. Consistently, RQ-PCR analysis of FOXG1 demonstrated exclusive activity in HL cell line DEV and in the thymic and brain samples (Figure 4E, Supplementary Figures 2, 3). SiRNA-mediated knockdown of FOXG1 in DEV resulted in concomitantly reduced expression of NKX2-2, indicating an activating role of this TF (Figure 4F). SiRNA-mediated knockdown of NKX2-2 showed no effect on FOXG1 transcription, discounting mutual regulation (Figure 4F). Furthermore, knockdown of IL17RB resulted in decreased FOXG1 expression, demonstrating that this NKX2-2 activator is located downstream of IL17RB as well (Figure 4F).

Public RNA-sequencing data showed overlapping expression patterns of NKX2-2, IL17RB, FLI1, NEUROD1 and FOXG1 in the brain (Supplementary Figure 2), suggesting regulatory relationships in this tissue and aberrant reactivation of this network in HL. Thus, we identified three neuronal TFs which are involved in NKX2-2 expression in DEV. FLI1 and FOXG1 are located downstream of IL17RB while NEUROD1 and NKX2-2 activate each other.

### AUTS2 and MSX1 regulate NKX2-2 in DEV

Additionally, our comparative expression profiling approach revealed significantly enhanced activity of AUTS2 in DEV (Supplementary Figure 4). AUTS2 encodes a chromatin regulator, interacts with polycomb protein PCGF5, and converts the associated repressor complex into an activator [44]. RQ-PCR analysis of AUTS2 in HL cell lines and primary hematopoietic cell/tissue samples confirmed elevated expression levels in DEV (Figure 5A). Interestingly, DEV expressed similar AUTS2 levels as T-ALL cell line LOUCY in which this regulator is overexpressed driving activation of NKL homeobox gene MSX1 [43]. SiRNA-mediated knockdown of AUTS2 in DEV resulted in reduced expression levels of NKX2-2 (Figure 5A), indicating that AUTS2 also activates NKL homeobox gene NKX2-2. Consistently, siRNA-mediated knockdown of PCGF5 resulted in slightly increased expression of NKX2-2 (Figure 5A), confirming the regulatory interplay between AUTS2 and PCGF5 in HL cells.

**Figure 5:**
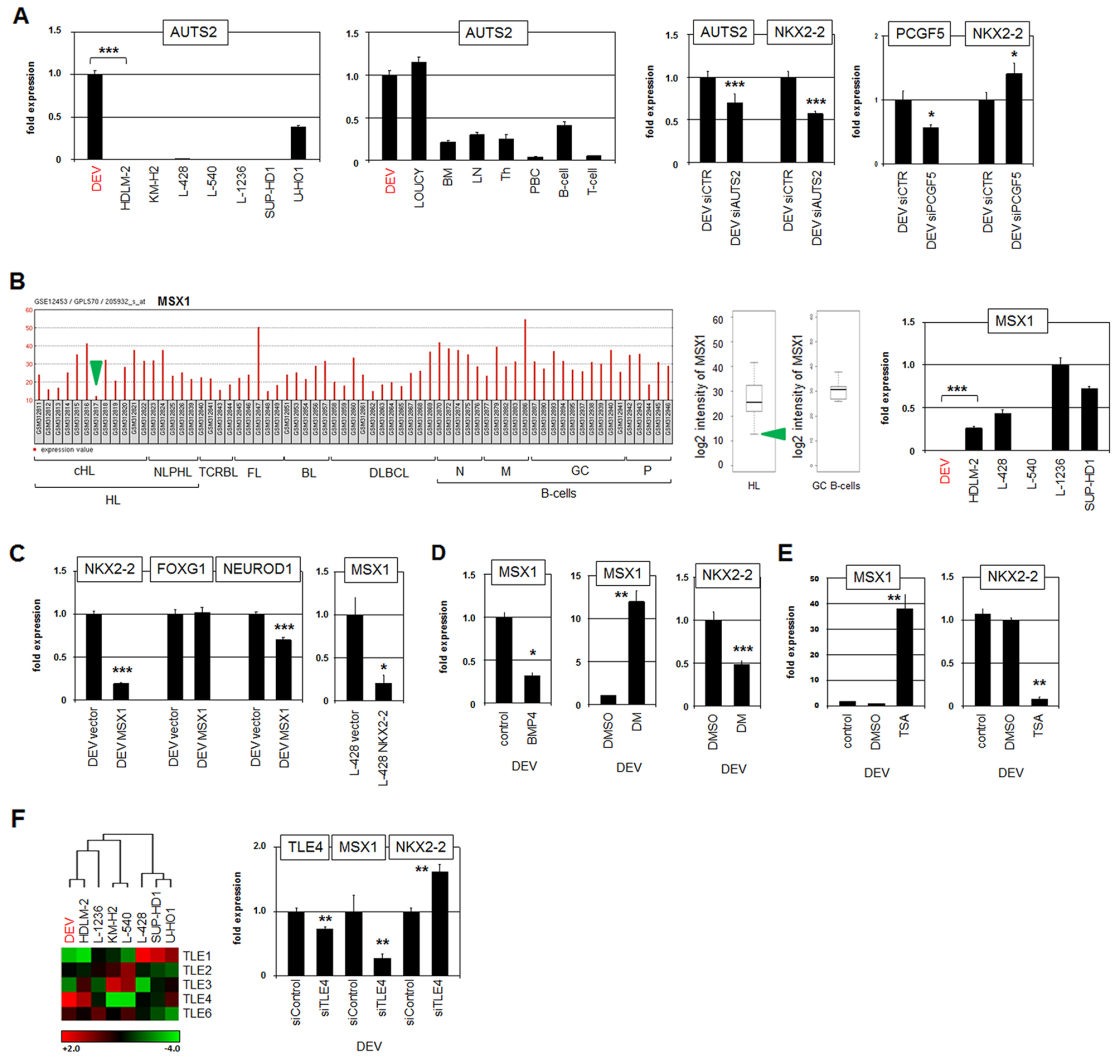
AUTS2, MSX1 and TLE4 regulate NKX2-2 expression **(A)** RQ-PCR analysis of AUTS2 in HL cell lines (left) and primary hematopoietic cell/tissue samples (middle). RQ-PCR analysis of AUTS2 and NKX2-2 in DEV cells after siRNA-mediated knockdown of AUTS2 (middle). RQ-PCR analysis of PCGF5 and NKX2-2 in DEV cells after siRNA-mediated knockdown of PCGF5 (right). **(B)** Expression profiling data of MSX1 (205932_s_at) in dataset GSE12453 containing samples of patients and normal B-cells are indicated as barplot (left) and boxplot (middle). Hodgkin lymphoma (HL), T-cell rich B-cell lymphoma (TCRBL), follicular lymphoma (FL), diffuse large B-cell lymphoma (DLBCL), naïve B-cells (N), memory B-cells (M), germinal centre B-cells (GC), plasma cells (P). The green arrows indicate HL patients showing reduced expression of MSX1. RQ-PCR analysis of MSX1 in HL cell lines (left). **(C)** RQ-PCR analysis of NKX2-2, FOXG1 and NEUROD1 in DEV cells treated for forced expression of MSX1 (left). RQ-PCR analysis of MSX1 in L-428 cells treated for forced expression of NKX2-2 (left). **(D)** RQ-PCR analysis of MSX1 and NKX2-2 in DEV cells stimulated with BMP4 or BMP-signalling inhibitor dorsomorphin (DM). **(E)** RQ-PCR analysis of MSX1 (left) and NKX2-2 (right) in DEV cells treated with HDAC-inhibitor TSA. **(F)** Heat map showing gene expression values of TLE genes in HL cell lines (left), indicating elevated expression of TLE4 in DEV. Red indicates high, black medium and green low expression levels. RQ-PCR analysis of TLE4, MSX1 and NKX2-2 in DEV cells after siRNA-mediated knockdown of TLE4 (right).

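The single probe sets showed where the lines held the same place for a TLE gene. L-428 had the lowest TLE3 level at all 4 probe sets of this gene, and either KM-H2 or L-540 the highest. SUP-HD1 had the highest TLE1 level at 4 of 5 probe sets, and L-540 the lowest TLE4 level at 4 of 5. The TLE4 level of HDLM-2 was the highest of the lines at 3 of the 5 probe sets, where U-HO1 stood at -2.18, -1.96 and -1.11 relative to it. At the first and second of these, U-HO1 was itself below background, at 3.73 and 3.85 against 4.59, so the differences there are not exact. U-HO1 was highest at the other 2 of the 5 probe sets, by 0.22 and 0.96 over HDLM-2. The one with 0.96 stayed below background in all lines. The pooled SD between probe sets of the same gene was 0.96 for TLE1, 0.68 for TLE4, 0.47 for TLE6, 0.40 for TLE3 and 0.33 for TLE2, while TLE5 had a single probe set. TLE4 and TLE6 had r = -0.77 (exact permutation test, two-sided, p = 0.0433, adjusted p = 0.303) and rho = -0.79 (p = 0.0480, adjusted p = 0.464). Without L-540 and KM-H2, the lines farthest from the median of TLE4, r was -0.74. This relation rests on 1 TLE6 probe set, since r was 0.12 (exact permutation test, adjusted p = 0.889) when each gene was read from its probe set with the largest variance. TLE2 and TLE4 had r = -0.85 (exact permutation test, p = 0.0224, adjusted p = 0.303) and rho = -0.54 (p = 0.236, adjusted p = 0.660), and this relation rests on L-540 and KM-H2, since r was -0.13 without them. For TLE4 and MSX1, r was -0.31 (exact permutation test, p = 0.508, adjusted p = 0.672) and rho -0.11 (p = 0.840, adjusted p = 0.904), with r = -0.71 without L-540 and KM-H2. With each line left out in turn this r ran from -0.89, without L-540, to 0.14, without KM-H2. TLE4 was above background in 4 lines and MSX1 in 3, so this relation rests in part on levels below background. No relation was recomputed with such levels raised to background. Of the 14 relations computed, 10 of them between TLE genes, none had an adjusted p under 0.05. The relations could not be recomputed within each laboratory, because the text does not assign the lines.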

NKL homeobox gene MSX1 is downregulated in several HL cell lines [28]. Reduced MSX1 levels were consistently detected in HL patient subsets and additionally in DEV (Figure 5B). To analyze regulatory connections between MSX1 and NKX2-2 we overexpressed MSX1 in DEV. This treatment resulted in reduced expression of NKX2-2 and its target NEUROD1 but left FOXG1 unperturbed (Figure 5C). Forced expression of NKX2-2 in HL cell line L-428 resulted in reduced transcript levels of MSX1 (Figure 5C), indicating mutual repression of these NKL homeobox genes. In T-ALL cell line LOUCY, MSX1 is additionally regulated by repressive BMP-signalling and by activating histone acetylation [45, 46]. Treatment of DEV with recombinant BMP4 or BMP receptor inhibitor dorsomorphin yielded consistent results in this HL cell line (Figure 5D). Due to the repressive impact of MSX1, dorsomorphin treatment resulted in increased MSX1 and decreased NKX2-2 expression (Figure 5D). In the same way, treatment with histone deacetylase inhibitor TSA resulted in increased MSX1 and decreased NKX2-2 expression as well (Figure 5E).

NKL homeodomain proteins interact with corepressors of the TLE/Groucho family via the conserved EH1-motif in their N-terminal region [47]. Expression profiling analysis of TLE family members showed differences between HL cell lines with DEV expressing elevated levels of TLE4 (Figure 5F). 

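Gene expression was profiled in 7 cell lines derived from Hodgkin lymphoma (HL), namely HDLM-2, KM-H2, L-1236, L-428, L-540, SUP-HD1 and U-HO1, each with 1 oligonucleotide array that holds 54675 probe sets. A probe set is a group of short probes against the same stretch of a transcript, and many genes are read by several of them. The methods name 2 laboratories as the source of the arrays and do not say which line was profiled where, so a difference between the laboratories and a difference between lines cannot be told apart. DEV was taken by the paper from another dataset and was not analysed here. The authors applied RMA background correction and quantile normalization with the affy and limma packages and deposited log2 values, which ran from 1.99 to 14.17. These values were levels and not yet the ratios to the sample mean that the methods describe, so expression is given below as a log2 level, and a difference of 1 between lines is a doubling. Of the probe sets, 41097 were annotated with a single gene, 1801 with several and 11777 with none. Each of the 19775 genes was read from its probe set with the highest mean over the 7 lines among those annotated with that gene alone. The background level of an array was set at the 95th percentile of 107 probe sets for olfactory receptor genes, which blood cells do not use. It lay between 4.49 in SUP-HD1 and 4.86 in HDLM-2 for 6 of the lines, and at 5.59 in L-1236. The number of genes above background was 8609 in L-1236 and ran from 10554 in HDLM-2 to 11636 in SUP-HD1 in the other lines. With 1 array per line there was no replicate error and no test between lines, and the number of arrays limits the precision of each value. The spread between probe sets of the same gene, with an SD of 0.54 over 5050 genes, stood in for technical error. It can also hold differences between transcripts of a gene. For TLE1 and TLE4 it was larger, at 0.96 and 0.68.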

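The TLE genes encode corepressors of the Groucho family, and 6 of the 7 family members were measured. TLE1, TLE3 and TLE4 differed most between the HL cell lines. TLE1 expression was high in SUP-HD1, L-428 and U-HO1, with log2 levels of 8.19, 8.10 and 7.95, and lay below background in HDLM-2 at 2.81, in L-540 at 3.66 and in L-1236 at 4.91. TLE3 expression was highest in KM-H2 at 8.50, and L-428 at 4.10 and L-1236 at 4.86 were below background. TLE4 expression was highest in U-HO1 at 7.59 and in HDLM-2 at 7.37, intermediate in SUP-HD1 at 6.08 and in L-428 at 5.81, and below background in L-1236 at 5.09, in KM-H2 at 3.46 and in L-540 at 3.03. The difference between the highest and the lowest line was 5.38 for TLE1, 4.40 for TLE3 and 4.56 for TLE4, in each case against a line below background. With values below background raised to it, the difference was 3.68 for TLE1, 3.75 for TLE3 and 3.08 for TLE4. Taking the mean over all probe sets of a gene gave a difference of 3.44 for TLE1 and 2.76 for TLE4, and HDLM-2 was then the line with the highest TLE4 level. TLE5, which encodes a short family member without the WD40 repeats, was above background in all 7 lines, from 7.06 in U-HO1 to 9.55 in L-540. TLE2 reached 6.55 in L-540 and 6.19 in KM-H2, with a difference of 1.74 over the lines. TLE6 stayed between 4.57 in U-HO1 and 5.76 in L-1236, a difference of 1.19, which became 2.05 at its probe set with the largest variance. There HDLM-2 was highest at 5.43 and L-1236 lowest at 3.38, below background, so the 2.05 is not exact. Only 2 lines were above background at this probe set. Among 10000 draws from genes of similar mean level, 93.0% had a smaller difference between lines than TLE1, 88.4% than TLE3 and 88.8% than TLE4, against 69.4% for TLE5, 38.1% for TLE2 and 15.6% for TLE6. Large differences between the lines were common in these data, since 7265 of the 14495 genes above background in at least 1 line differed by 2 or more, and 4317 did without L-1236 and U-HO1, a pair left out after the data were seen because their arrays stood apart in control probe sets or background. The median of the 6 TLE genes relative to the mean of the lines was 0.68 in L-540 and 0.38 in U-HO1, above 98.3% and 83.4% of random lists matched on mean level. With other ways of processing, including one added after the data were seen, it ran from 0.39 to 0.83 in L-540. In U-HO1 it ran from 0.15 to 0.89. In L-540 TLE1 and TLE4 lay below the mean of the lines, at -2.18 and -2.46, and the other measured members above it.

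**Figure D1:**
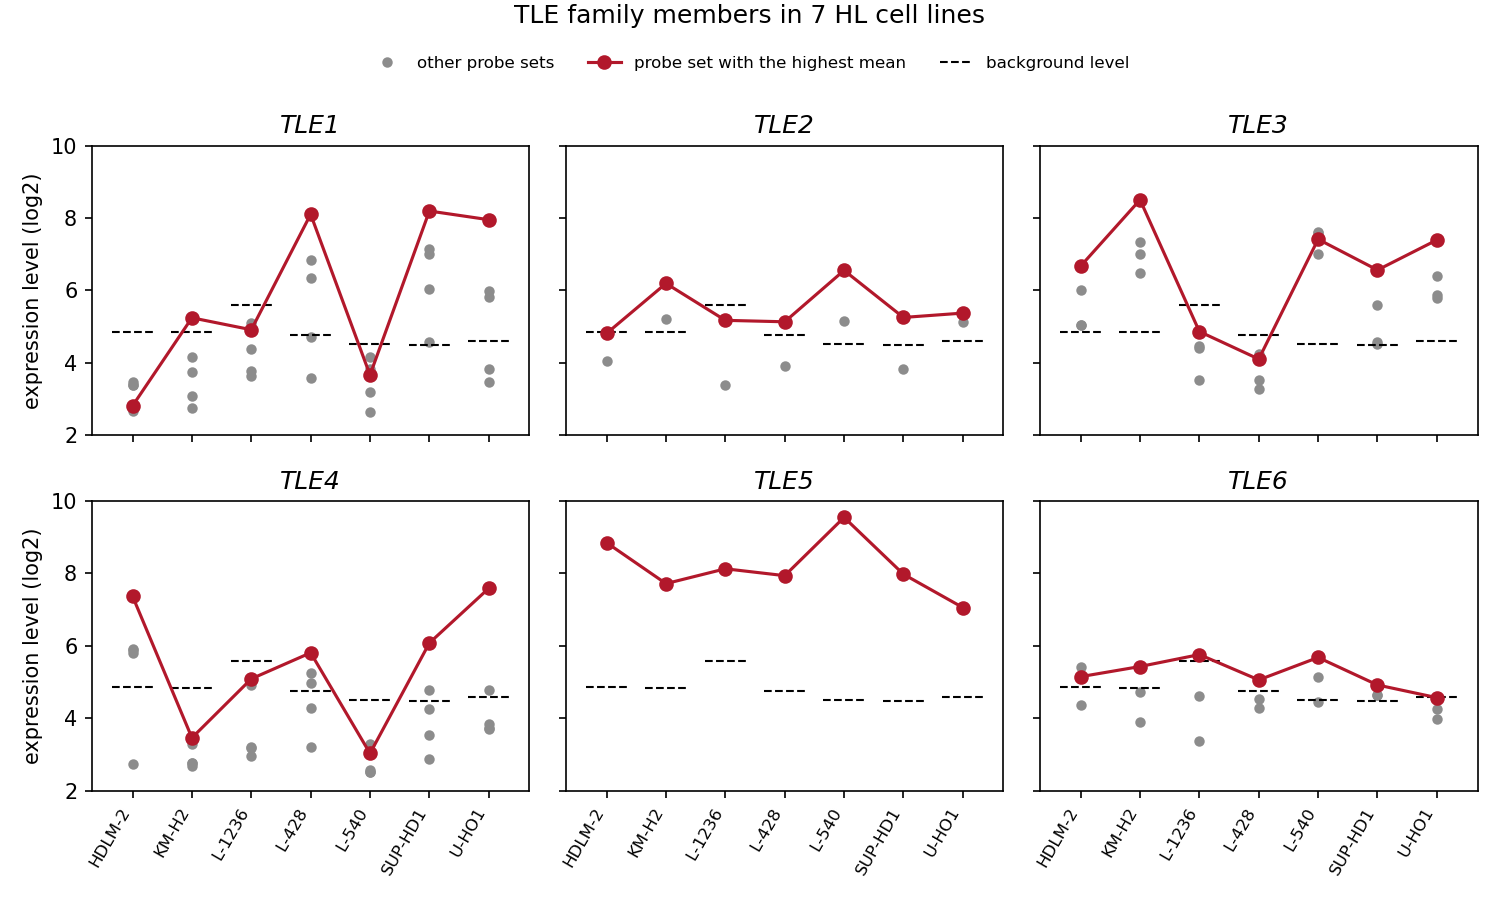
Expression levels (log2) of the 6 measured TLE genes in the 7 HL cell lines, with 1 array per line. Red points joined by a line are the probe set with the highest mean, grey points the other probe sets of the gene, and dashed bars the background level of each array. TLE1 is highest in SUP-HD1, L-428 and U-HO1, TLE3 in KM-H2, and TLE4 in U-HO1 and HDLM-2 at the probe set with the highest mean, whereas U-HO1 lies below HDLM-2 at 3 other TLE4 probe sets.

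The paper states that TLE genes differ in expression between HL cell lines and that DEV has elevated TLE4 levels (Figure 5F). TLE4 was then reduced in DEV by siRNA, and from the response of MSX1 and NKX2-2 the paper proposes that MSX1 or another factor recruited TLE4 to repress NKX2-2.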

Subsequent siRNA-mediated knockdown of TLE4 in DEV resulted in reduced expression of MSX1 and elevated expression of NKX2-2 (Figure 5F). These data may indicate that MSX1 (or another factor) recruited corepressor TLE4 to repress NKX2-2. Thus, constraining the repressive potential of the acting repressor resulted in increased expression of NKX2-2 which in turn inhibits MSX1 transcription. Taken together, these results show a tightly controlled network consisting of NKL homeobox genes, chromatin regulators and corepressors. Of note, comparative expression profiling of selected cHL patient samples indicated significant differences in gene activities of NKX2-2, FOXG1, NEUROD1 and SMURF2 (Supplementary Figure 5), demonstrating that parts of the described network in NLPHL-derived DEV are relevant in both NLPHL and cHL entities.

### Functional analysis of NKX2-2 in HL

Finally, to uncover potential oncogenic functions of aberrant NKL homeobox gene NKX2-2 activities in HL we analyzed selected public expression profiling datasets using R-based online tools. We compared NKX2-2 expressing DEV with four control cell lines (GSE40160, Supplementary Table 1), four cHL patients expressing high NKX2-2 levels with four negative controls (GSE39134, Supplementary Table 2), and one NLPHL patient expressing high levels of NKX2-2 with six negative controls (GSE7788, Supplementary Table 3). The top 250 most significant differentially expressed genes were subsequently used for gene set annotation analyses. However, the obtained KEGG-pathways and GO-terms indicated no common pathway or mechanism typically deregulated in cancer cells including apoptosis and cell cycle (not shown). Accordingly, DEV cells treated by siRNA-mediated knockdown of NKX2-2 showed after three days no significant difference to controls concerning cell growth and survival as analyzed microscopically (data not shown). Additional treatment with etoposide showed also no difference in apoptosis as analyzed by caspase-assay and MTT assay (Supplementary Figure 6). Thus, these data demonstrated the lack of functional impacts in survival or proliferation by aberrantly expressed NKL homeobox gene NKX2-2 in HL.

## DISCUSSION

A summary of our study is depicted in Figure 6. In cHL and NLPHL patients as well as in NLPHL-derived cell line DEV we detected aberrant expression of NKL homeobox gene NKX2-2. After excluding genomic and chromosomal rearrangements at the NKX2-2 locus in DEV we identified a novel chromosomal aberration, t(3;14)(p21;q32), which activates IL17RB expression via juxtaposition to the IGH locus. At the same time the genes DAZAP2 and SMURF2 were also deregulated via genomic aberrations and supported NKX2-2 expression probably via co-activation of IL17RB [35]. Downstream of IL17RB we identified the TFs FOXG1 and FLI1 which in turn activate NKX2-2 transcription. Moreover, B-cell progenitor associated NKL homeobox gene MSX1 is suppressed in HL subsets, regulated by the BMP-pathway and acts as a mutual repressor of NKX2-2. Finally, the overexpressed chromatin-regulator AUTS2 contributed to NKX2-2 expression probably via conversion of the repressor PCGF5 into an activator [44]. Downstream of NKX2-2 we identified the mutual activator NEUROD1. This bHLH protein has been shown to interact with TCF3/E2A playing an important role in B-cell differentiation [14, 48]. We failed to detect a role of NKX2-2 in apoptosis or proliferation supporting that this aberrantly expressed NKL homeobox gene primarily disturbed B-cell differentiation via deregulation of developmental genes including MSX1 and TCF3.

**Figure 6:**
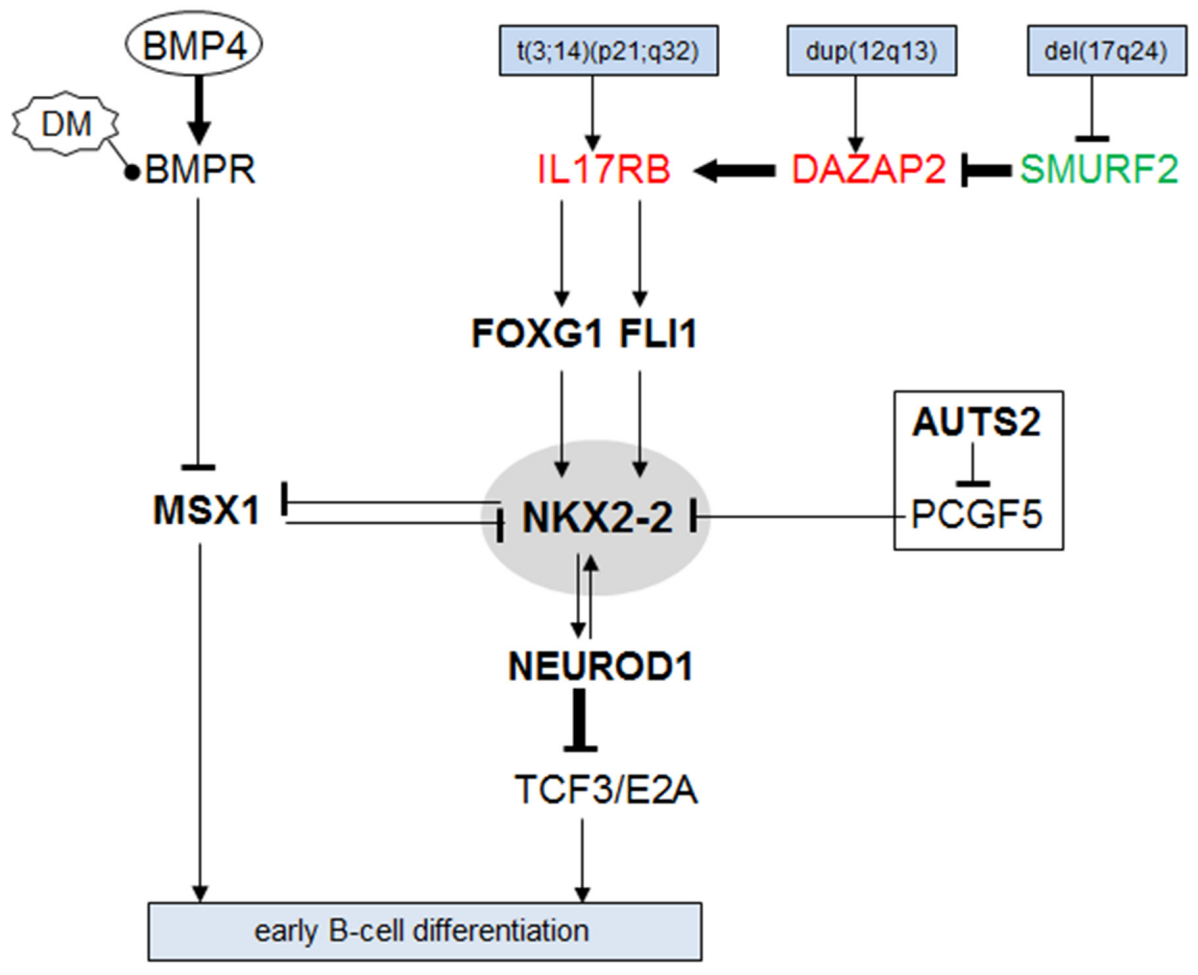
Aberrant gene regulatory network around NKX2-2 This diagram summarizes the results of this study as a gene regulatory network. NKX2-2 is located in the center and is highlighted by a grey oval. IL17RB is activated by t(3;14)(p21;q32) and elevated DAZAP2 and reduced SMURF2. The TFs FOXG1 and FLI1 are located downstream of IL17RB and mediated NKX2-2 activation. MSX1 is regulated by the BMP-pathway and represents a mutual repressor of NKX2-2. Chromatin-modulator AUTS2 transforms repressor PCGF5 into an activator of NKX2-2. NEUROD1 is capable to interact and deregulate with TCF3 which represents an important regulator of B-cell differentiation deregulated in HL [14, 46].

NKX2-2 is normally expressed in the developing brain and pancreas [30, 37, 49], where several members of the aberrant gene network described here are also expressed and involved in the embryonal development of these organs [39, 40, 43, 48, 50]. RNA-sequencing data obtained from the human protein atlas demonstrated the expression of NKX2-2, IL17RB, FLI1, FOXG1 and NEUROD1 in the brain [29]. Therefore, our data indicate that regulatory relationships normally active in neuronal and pancreatic differentiation are aberrantly activated in HL and deregulate the differentiation of B-cells.

Sonic hedgehog (SHH)-signalling activates NKX2-2 expression in the ventral neural tube development [50, 51]. However, components of the SHH-signalling pathway were not detected in our comparative expression profiling approaches of DEV and HL patient samples using gene set annotation enrichment analysis (Supplementary Tables 1-3), discounting an activating role for SHH. NKX2-2 is part of a homeodomain protein code which controls the differentiation of the ventral neural tube. Code members are activated or repressed by SHH-signalling and show cross-regulatory activity [51]. Recently, we established an NKL-code in B-cell development the members of which also generate a gene regulatory network by mutual regulation [21]. In this study, we have documented that BMP-signalling impacts the activity of NKL-code member MSX1 and its cross-regulatory connection with NKX2-2, demonstrating structural similarities in the generation of homeobox gene-codes in different tissues.

NKL homeobox gene NKX2-2 is aberrantly expressed in T-ALL as well [52]. In this lymphatic malignancy NKX2-2 is directly activated via chromosomal rearrangement t(14;20)(q11;p11) after juxtaposition with the T-cell receptor locus. However, in T-ALL NKX2-2 is expressed in less than 1% of pediatric patients, thus, representing a rare oncogene of the NKL homeobox gene subclass in this malignancy. Our data indicate NKX2-2 expression in about 12% of HL patients resembling the (usually chromosomal) activation frequency of NKL homeo-oncogene TLX1 in adult T-ALL [23]. In HL, chromosomal rearrangements are frequent and involve chromothripsis, explaining the singular dearth of recurrent aberrations in this entity [53–59]. Accordingly, our SKY data for DEV revealed multiple chromosomal abnormalities.

Here, we identified and characterized a novel non-recurrent aberration in DEV, t(3;14)(p21;q32), which activates IL17RB. Our data also demonstrated normal IL17RB expression in the brain. However, several reports show that this receptor gene plays a role in T-cell development. Accordingly, IL17RB is expressed in invariant NK/T-cells and in double negative developing T-cells where it is regulated by GATA3 [60–62]. Of note, ETS-family factor FLI1 is activated by IL17RB as shown here and is expressed in early T-cell and NK-cell development which may suggest that this regulatory relationship also plays a role in these cells [63–65]. In HTLV-positive adult T-cell leukemia IL17RB is overexpressed as well indicating an oncogenic function in this disease [66]. Other reports show that IL17RB is normally expressed in decidual stroma cells and plays a role in breast cancer [67–69]. Thus, in the hematopoietic system IL17RB is expressed in the T- and NK-cell lineages but not in B-cells, highlighting its ectopic activity in HL. The NLPHL-derived cell line DEV contains in addition to the IL17RB targeting t(3;14)(p21;q32) a chromosomal duplication activating DAZAP2 at 12q13, and a genomic deletion targeting SMURF2 at 17q23. Analyses of copy number alterations from 19 NLPHL patients show chromosomal gains at 3p and 12q and losses of chromosome 17 [70]. These data correspond with our findings and support that IL17RB-signalling may represent an aberrantly activated pathway in NLPHL.

Normal expression of NKX2-2 is additionally regulated via chromatin-modifications. Bivalent chromatin contains both activating and repressive histone-marks and is established in embryonal stem cells (ESCs) at key developmental genes including NKX2-2 [71]. This mark remains at the NKX2-2 locus during differentiation of ESCs to hemangioblasts [72]. NKX2-2 is also regulated during ESC-differentiation by polycomb repressor complex (PRC)1 [73]. Our data show that PCGF5 and AUTS2 are involved in NKX2-2 (de)regulation. AUTS2 interacts with and transforms PCGF5 - a component of repressor complex subtype PRC1.5 [45]. AUTS2 plays a physiological role in NK-cell and early B-cell development [43]. Overexpression of AUTS2 drives aberrant activation of NKL homeobox gene MSX1 in T-ALL [52], highlighting the importance of this chromatin-regulator in both normal and malignant lymphopoiesis.

Deregulations of bHLH factors play a fundamental role in the development of HL [14]. Interaction of the NKX2-2 target NEUROD1 with TCF3 may represent an additional example for this pathological mechanism [48]. NKX2-2 itself is also able to interact with particular bHLH proteins, however, it does not bind to NEUROD1 [74]. Common protein binding partners of the NKL homeodomain proteins are corepressors of the Groucho/TLE family [47]. Therefore, interactions with TLEs or histone H1 may underlie their oncogenic activity as suggested previously for T-ALL and HL, respectively [28, 75]. Furthermore, TCF4 interacts with corepressor TLE4 thereby repressing NKX2-2 [76, 77]. MSX1 suppresses NKX2-2 expression as shown in this study indicating that TLE-corepressors play also a role in HL [78]. Consistently, TLE4 has been shown to act as a corepressor of oncogenic homeodomain protein SIX1 in HL, mediating suppression of B-cell factor SPIB [79]. Suppression of SPIB in HL is also performed by aberrantly expressed NKL homeodomain protein HLX [80], highlighting the impact of NKL homeobox genes in deregulation of B-cell differentiation.

In conclusion, we identified aberrant expression of NKL homeobox gene NKX2-2 in HL which supports the oncogenic role of this gene subclass in lymphoid malignancies. Their widespread activity in leukemia and lymphoma indicates a common function of this group of homeobox genes which might hence represent a promising target for therapies. Their particular expression patterns may serve as diagnostic markers as well. In addition, our data document the fitness of DEV to model NLPHL at the molecular level, the only cell line hitherto available for investigating this entity in the laboratory.

## MATERIALS AND METHODS

### Expression profiling and bioinformatics

Public expression profiling datasets of lymphoma/leukemia patients were obtained from Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/gds): GSE12453 (containing samples of 17 HL patients, of 25 B-Non-Hodgkin lymphoma and of 25 normal B-cells) [9], GSE39134 (29 cHL samples) [81], GSE7788 (10 NLPHL samples) [82], GSE40160 (samples from five HL cell lines and five primary mediastinal B-cell lymphoma patients) [40], and GSE26713 (117 T-ALL samples) [52]. These gene expression microarray profiling data were generated using the HG U133 Plus 2.0 gene chip (Affymetrix, High Wycombe, UK). Expression values were given as barplots obtained directly from the website or as boxplots using R-packages (https://www.bioconductor.org/). Statistical significance was calculated using online tools provided by GEO, or using R-based Students *T*-Test. The obtained p-values are indicated.

Expression profiling datasets of seven HL cell lines using HG U133 Plus 2.0 gene chip (Affymetrix) were generated by Prof. Andreas Rosenwald (Institute of Pathology, University of Würzburg, Germany) and by Dr. Robert Geffers (Genome Analytics, Helmholtz Centre for Infection Research, Braunschweig, Germany). The datasets are available at GEO (GSE115191). Expression profiling data for HL cell line DEV were obtained from dataset GSE40160. After RMA-background correction and quantile normalization of the spot intensities, the profiling data were expressed as ratios of the sample mean and subsequently log2 transformed. Data processing was performed via R/Bioconductor using limma and affy packages. 

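The control probe sets of the arrays set U-HO1 and L-1236 apart from the other lines. The level of 18S ribosomal RNA was 11.12 in U-HO1 and between 5.23 and 7.06 in the other 6 lines. For ACTB, which encodes beta actin, the probe set at the 3′ end of the transcript exceeded that at the 5′ end by 2.11 in U-HO1 and by 0.06 to 0.54 in the other lines, while for GAPDH the same difference was 0.17 in U-HO1 and 0.18 in L-1236 and ran from -0.14 to -0.04 elsewhere. Probe sets of the same gene differed more in U-HO1, with an SD of 0.82, and in L-1236, with 0.67, than in the other lines, where the SD was 0.41 to 0.45. In L-1236 the poly-A spike phe, a bacterial transcript added to the RNA before labelling, read 4.03 and the spike lys 3.42, against at least 6.10 and 4.81 elsewhere. The other poly-A spikes did not set it apart, since dap read 8.28 in L-1236 and 8.00 in U-HO1, and thr 6.46 and 6.57. In L-1236 the spikes added at hybridization read 9.29 against at least 9.76. The 10% of probe sets with the highest mean level lay lower in L-1236 than in the other lines, with a median difference of -0.73, whereas the 10% with the lowest mean level lay higher, at 0.11. Median levels of the arrays ran from 4.29 in U-HO1 to 4.46 in L-1236. Pearson's r between pairs of arrays, taken across all probe sets, which are not independent replicates, ran from 0.801 between L-1236 and U-HO1 to 0.894. The mean r of an array with the others was lowest for L-1236, at 0.820, and next for U-HO1, at 0.844.

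**Figure D2:**
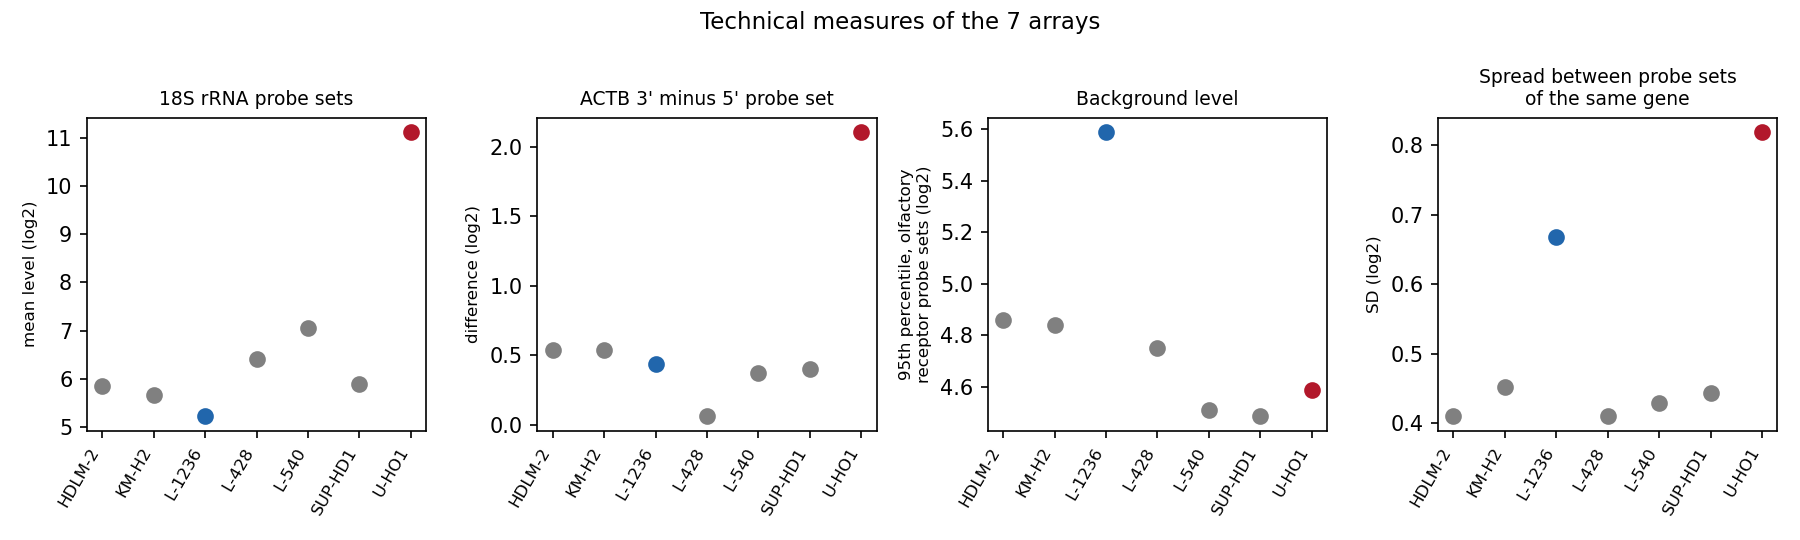
Technical measures of the 7 arrays, 1 point per HL cell line, with U-HO1 in red and L-1236 in blue. From left to right, the mean level (log2) of the 18S ribosomal RNA probe sets, the difference (log2) between the 3′ and 5′ probe sets of ACTB, the background level (log2) and the SD (log2) between probe sets of the same gene. U-HO1 is highest in every panel except that of the background level, where L-1236 is highest.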

For creation of heat maps we used CLUSTER version 2.11 and TREEVIEW version 1.60 (http://derisilab.ucsf.edu/microarray/software/ClusterTreeView.pdf). To reveal potential biological function of shortlisted genes, gene-annotation enrichment analysis was performed using DAVID bioinformatics resources [83].

### Cell lines and treatments

HL-cell lines HDLM-2, KM-H2, L-428, L-540, L-1236, SUP-HD1, U-HO1 and PMBL cell line U-2940 are held by the DSMZ (Braunschweig, Germany) and were cultivated as described [84]. HL cell line DEV was kindly provided by Dr. Van den Berg (University of Groningen, NL). PMBL cell line FARAGE, KARPAS-1106P and MED-B1 were obtained from the original investigators [85]. Cell stimulations were performed for 16 h by treatment with 20 ng/ml recombinant human protein IL17E (R&D Systems, Wiesbaden, Germany), with 14 μM NFkB-activation-inhibitor (EMD Millipore, Darmstadt, Germany), with 10 μg/ml trichostatin A (TSA, Sigma, Taufkirchen, Germany), with 35 μM PD98059 (Sigma), and with 100 μM etoposide (Sigma). Gene specific siRNA oligonucleotides and AllStars negative Control siRNA (siControl) were obtained from Qiagen (Hilden, Germany). Expression constructs for NKX2-2, MSX1 and SMURF2 were obtained from Origene (Wiesbaden, Germany). SiRNAs (80 pmol) and expression constructs/vector controls (2 μg) were transfected into 1x10^6^ cells by electroporation using the EPI-2500 impulse generator (Fischer, Heidelberg, Germany) at 350 V for 10 ms. Transfected cells were harvested after 20 h cultivation. For functional examinations treated DEV cells were stained by trypan blue (Sigma) and counted microscopically (Neubauer chamber) or analysed by the IncuCyte S3 Live-Cell Analysis System (Essen Bioscience, Hertfordshire, UK). For detection of apoptotic cells we used the IncuCyte Caspase-3/7 Green Apoptosis Assay (Essen Bioscience).

### MTT assay

DEV cells were transfected as indicated and and treated for 20 h with 100 μM Etoposide (Sigma) which has been dissolved in dimethylsulfoxide, and subsequently prepared for standardized MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; obtained from Sigma) assays. The measurement was performed twice in triplicates. The absorbance was determined at 540 nm and at 620 nm as background control using ELISA reader Multiskan EX (Thermo Electron, Vantaa, Finland).

### Genomic and chromosomal analyses

For genomic profiling genomic HL-cell line DNA was prepared using the Qiagen Gentra Puregene Kit (Qiagen). Labelling, hybridization and scanning of HD Cytoscan arrays were performed at the Genome Analytics Facility, Helmholtz Centre for Infection Research (Braunschweig, Germany), according to the manufacturer’s protocols (Affymetrix). Data were interpreted using the Chromosome Analysis Suite software version 2.0.1.2 (Affymetrix).

Chromosomal analysis by Spectral Karyotyping (SKY) and fluorescence in situ hybridization (FISH) was performed as described previously [86]. SKY probes and whole chromosome painting probes were obtained from Applied Spectral Imaging (Neckarhausen, Germany). BAC clones were obtained from BacPac Resources, Children’s Hospital Oakland Research Institute (CA, USA) to analyze NKX2-2 (RP11-151B10, RP11-122D19, RP11-308C18) and IGH (RP11-3087C18). Insert DNA was harvested using the Big BAC DNA Kit (Princeton Separations, Adelphia, NJ, USA) and directly labelled by nick translation with dUTP-fluors (Dyomics, Jena, Germany). Fluorescent images were captured and analyzed with an Axio-Imager microscope (Zeiss, Göttingen, Germany) configured to a dual Spectral Imaging FISH system (Applied Spectral Imaging).

### Polymerase chain-reaction (PCR) analyses

Total RNA was extracted from cell line samples using TRIzol reagent (Invitrogen, Darmstadt, Germany). Primary human total RNA used in this study was commercially obtained - isolated from peripheral blood mononuclear cells (PBC), thymus, lymph node (LN), spleen, bone marrow (BM), NK-cells, and brain from Biochain/BioCat (Heidelberg, Germany), and RNA from peripheral CD19-positive B-cells, CD3-positive T-cells, and CD34-positive stem cells from Miltenyi Biotec (Bergisch Gladbach, Germany). cDNA was synthesized from 5 μg RNA by random priming using Superscript II (Invitrogen). Real-time quantitative (RQ)-PCR analysis was performed with the 7500 Real-time System, using commercial buffer and primer sets (Thermo Fisher Scientific, Darmstadt, Germany). Quantification of MSX1 was performed as described previously [28]. For normalization of expression levels we analyzed the transcript of TATA box binding protein (TBP). We used the ddCT-method and the obtained values are indicated in relation to one sample which was set to 1.

For genomic copy number quantification of exon 1 from SMURF2 we extracted genomic DNA using the High Pure PCR Template Preparation Kit (Roche Diagnostics, Mannheim, Germany). The following oligonucleotides were used for Q-PCR analysis: SMURF2-1 5’-’CTCATGGCGACGACTCTCGGCAC-3’, SMURF2-2 5’-GGCGAGGCGCGGCGGAGTCACC-3. For normalization we used MEF2C as described previously [87].

Quantitative analyses were performed in triplicate. Standard deviations are presented in the figures as error bars. Statistical significance was assessed by *T*-Test and the calculated p-values indicated by asterisks (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, n.s. not significant).

### Protein analyses

Western blots were generated by the semi-dry method. Protein lysates from cell lines were prepared using SIGMAFast protease inhibitor cocktail (Sigma). Proteins were transferred onto nitrocellulose membranes (Bio-Rad, München, Germany) and blocked with 5% dry milk powder dissolved in phosphate-buffered-saline buffer (PBS). The following antibodies were used: alpha-tubulin (Sigma), NKX2-2 (Aviva Systems Biology, San Diego, CA, USA), ERK1 (Santa Cruz Biotechnology, Heidelberg, Germany), and phospho-ERK (Santa Cruz Biotechnology). For loading control blots were reversibly stained with Poinceau (Sigma) and detection of alpha-tubulin (TUBA) was performed thereafter. Secondary antibodies were linked to peroxidase for detection by Western-Lightning-ECL (Perkin Elmer, Waltham, MA, USA). Documentation was performed using the digital system ChemoStar Imager (INTAS, Göttingen, Germany).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: NKL homeobox gene NKX2-2 is aberrantly expressed in Hodgkin lymphoma
**Source:** Oncotarget. 2018 Dec 25;9(101):37480–96. doi: 10.18632/oncotarget.26459
**Supplement:** Supplementary file 1

# NKL homeobox gene NKX2-2 is aberrantly expressed in Hodgkin lymphoma

## SUPPLEMENTARY MATERIALS

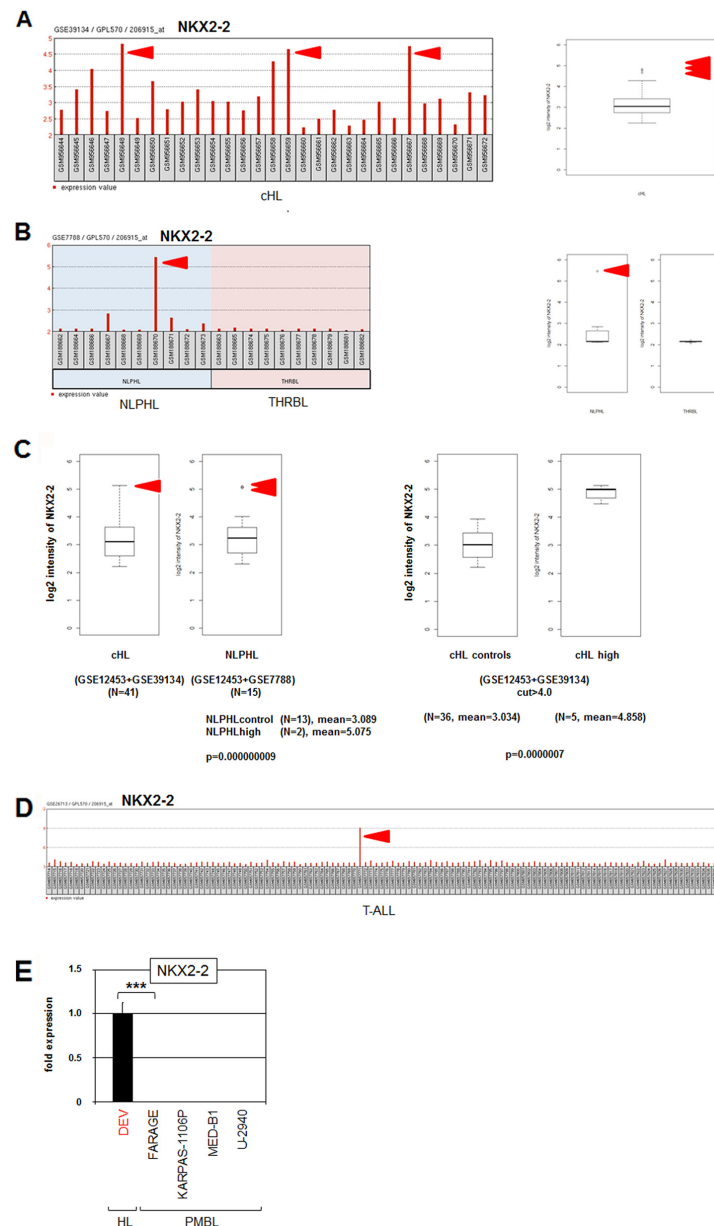

**Supplementary Figure 1: Expression of NKX2-2 in HL and T-ALL patients and PMBL cell lines.** (A) Expression profiling data of NKX2-2 (206915\_at) in dataset GSE206915 containing samples of cHL patients are indicated as barplot (left) and boxplot (right). Red arrows indicate patients with elevated NKX2-2 expression levels. (B) Expression profiling data of NKX2-2 (206915\_at) in dataset GSE7788 containing samples of NLPHL and T-cell/histiocyte rich B-cell lymphoma (THRBL) patients are indicated as barplot (left) and boxplot (right). (C) Analysis of combined datasets for NKX2-2 expression indicating elevated levels in cHL patients and two outliers of NLPHL patients (left, red arrow heads). These data demonstrate 2 of 15 (13%) of NLPHL patients significantly overexpressing NKX2-2. Splitting combined datasets GSE12453 and GSE39134 of cHL patients into enhanced NKX2-2 expressing patients (cHL high) and remaining controls (cHL controls) using a cut-off at 4.0, resulted in 5 of 41 (12%) of cHL patients significantly overexpressing NKX2-2 (right). (D) Expression profiling data of NKX2-2 (206915\_at) in dataset GSE26713 containing 117 samples of T-ALL patients are indicated as barplot. (E) RQ-PCR analysis of NKX2-2 in four PMBL cell lines in comparison to HL cell line DEV.

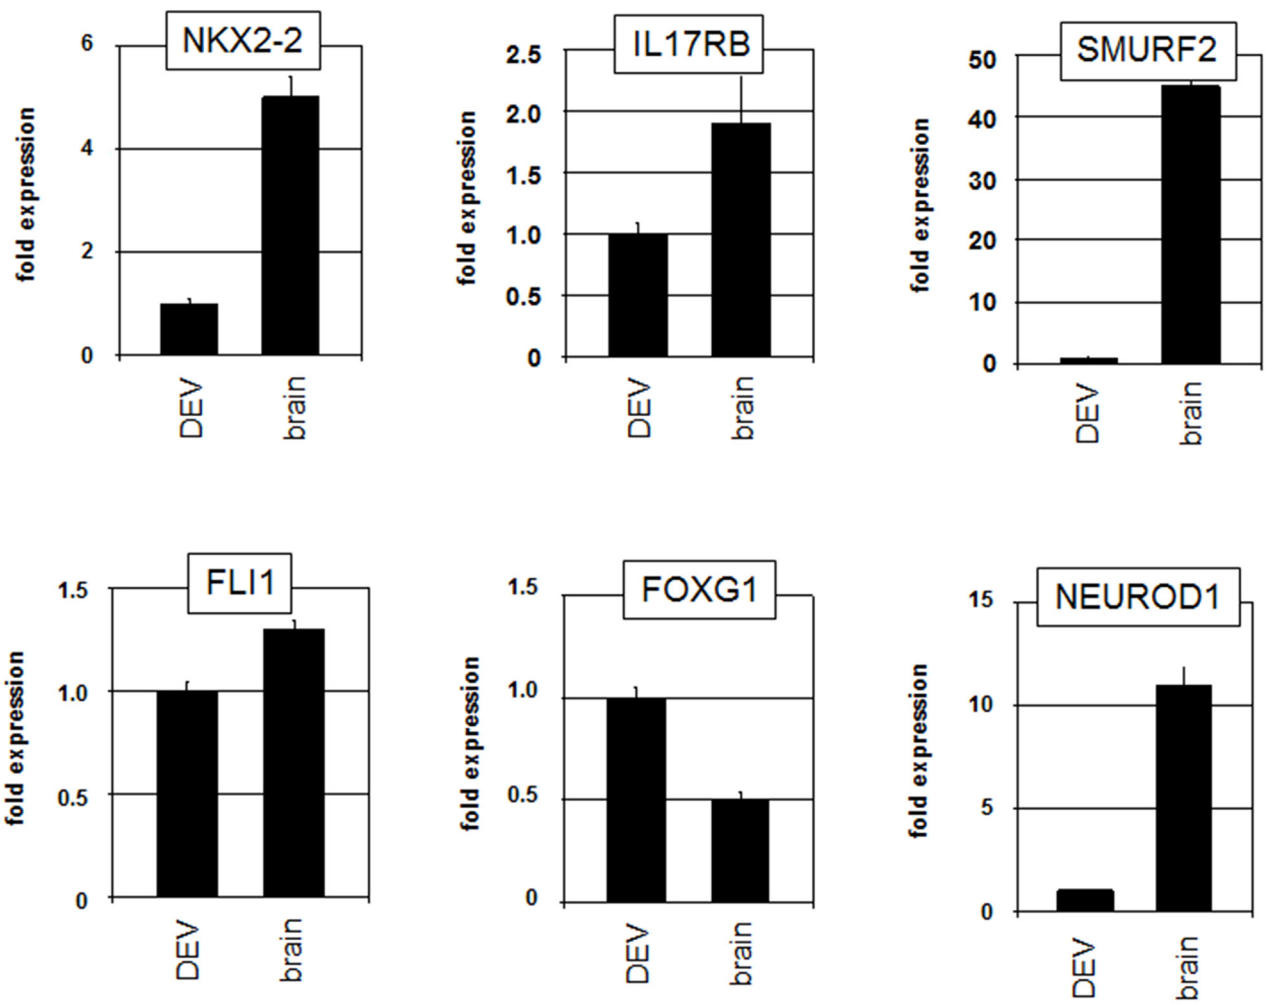

**Supplementary Figure 3: Expression analyses in a human brain sample.** RQ-PCR analysis of NKX2-2, IL17RB, SMURF2, FLI1, FOXG1 and NEUROD1 in DEV and a human brain sample. These data show similar gene activities in HL cell line DEV and in the primary brain sample.

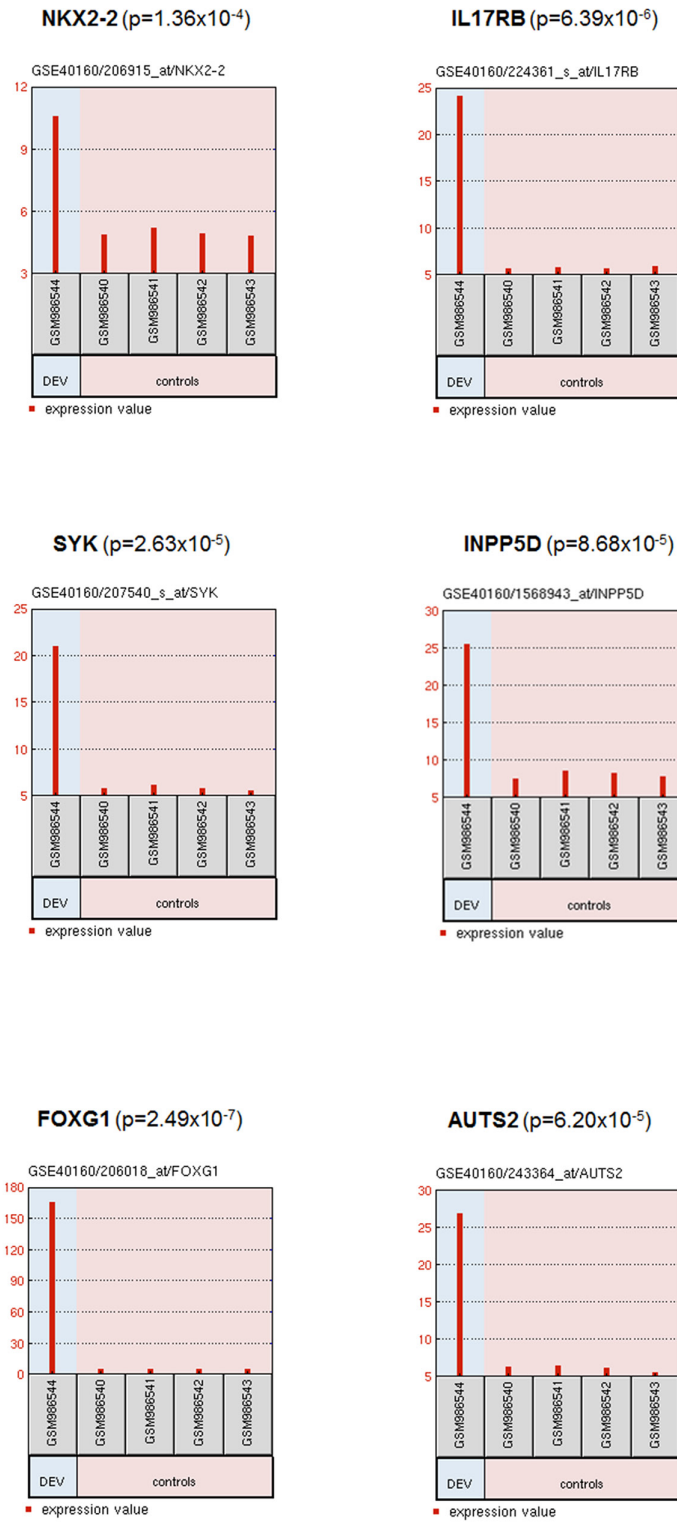

**Supplementary Figure 4: Expression profiling data for HL cell lines.** Dataset GSE40160 contains five HL cell lines including DEV. Expression data for NKX2-2, IL17RB, FOXG1 and AUTS2 were obtained by a GEO-supported comparative analysis showing 250 of the most significant differentially expressed genes. The calculated p-values are indicated.

### NKX2-2 ( $p=8.5 \times 10^{-5}$ )

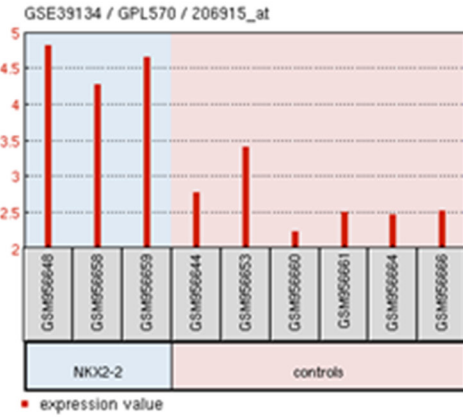

### FOXG1 ( $p=0.05$ )

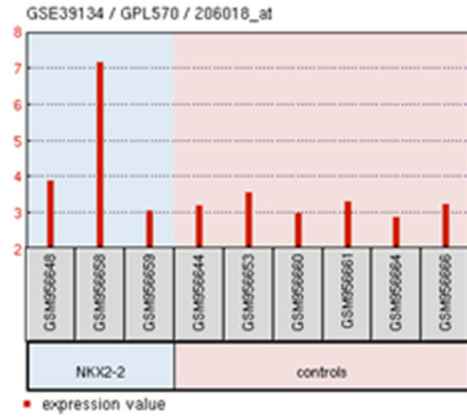

### NEUROD1 ( $p=0.003$ )

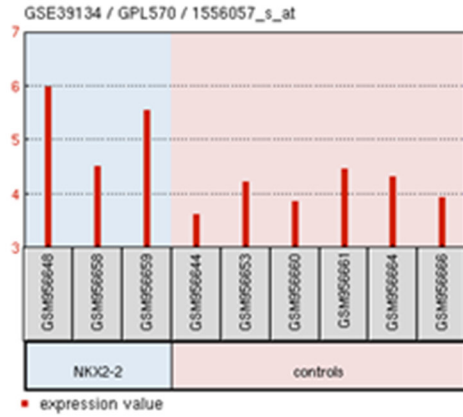

### SMURF2 ( $p=0.019$ )

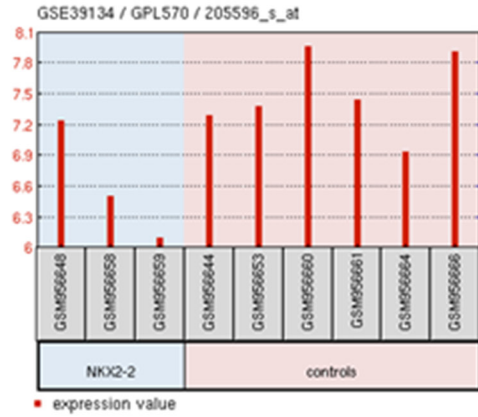

**Supplementary Figure 5: Comparative expression profiling analysis in cHL.** Using public dataset GSE39134 we compared selected three NKX2-2 positive cHL patients with six NKX2-2 negative cHL controls, identifying significant differences for NKX2-2, FOXG1, NEUROD1 and SMURF2.

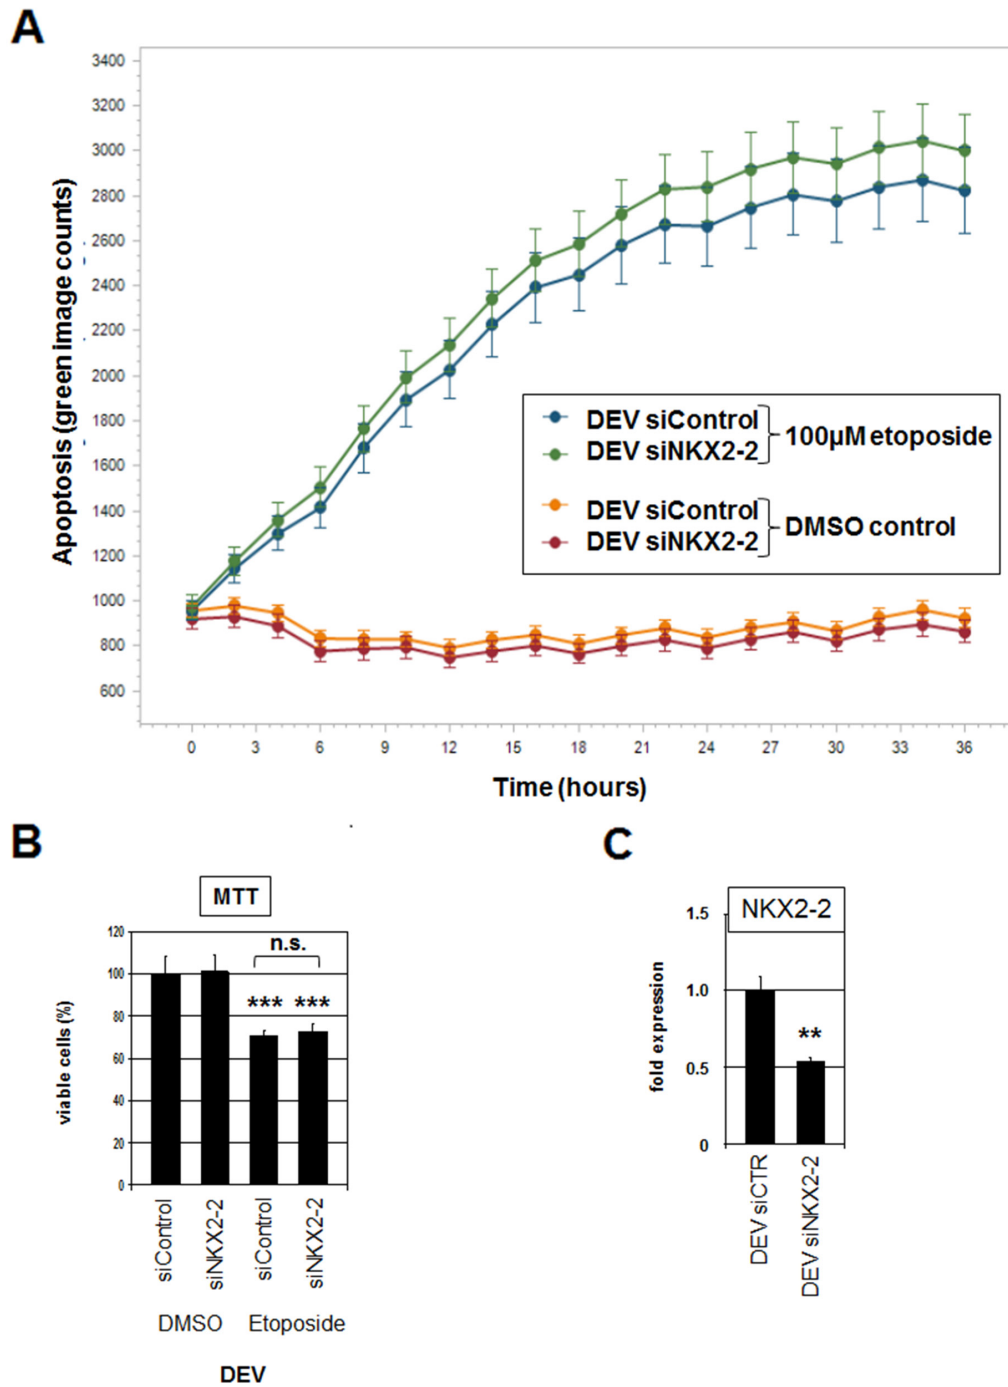

**Supplementary Figure 6: Functional analysis of NKX2-2 in DEV.** (A) DEV cells were treated by siRNA-mediated knockdown of NKX2-2 and subsequently incubated. Using an *in vivo* imaging system for DEV NKX2-2-knockdown cells with apoptosis-inducer etoposide (100 μM) showed no difference in comparison to the controls using an *in vivo* caspase-assay. (B) MTT assay was performed for DEV cells after the same treatment after 20h showing no difference as well. (C) The knockdown of NKX2-2 in DEV cells used for functional assays was confirmed by RQ-PCR.

**Supplementary Table 1: Functional analysis of NKX2-2 in DEV.** Dataset GSE40160 was analysed using an R-based online tool to reveal the top 250 most significant differentially expressed genes. Indicated are gene set IDs, calculated p-values, and names of the genes.

**See Supplementary File 1**

**Supplementary Table 2: Functional analysis of NKX2-2 in cHL.** Dataset GSE39134 was analysed using an R-based online tool to reveal the top 250 most significant differentially expressed genes. Indicated are gene set IDs, calculated p-values, and names of the genes.

**See Supplementary File 2**

**Supplementary Table 3: Functional analysis of NKX2-2 in NLPHL.** Dataset GSE7788 was analysed using an R-based online tool to reveal the top 250 most significant differentially expressed genes. Indicated are gene set IDs, calculated p-values, and names of the genes.

**See Supplementary File 3**

How the deposited data were processed for this re-analysis (not part of the article)

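Gene expression was measured in 7 HL cell lines (HDLM-2, KM-H2, L-1236, L-428, L-540, SUP-HD1 and U-HO1), each with 1 Affymetrix array of 54675 probe sets and no replicate. The authors made the deposited log2 values from the array intensities by RMA background correction and quantile normalization, as the methods state. The submitters' processing notes name RMA, limma and affy, and their versions are not given in the sources used here. The deposited log2 values are given to 2 decimals and are levels per probe set, not centred on the mean of the lines. Every value column was used, so the number of unused columns was 0, and missing values also numbered 0. The paper's other datasets, among them the data for DEV and for patient samples, were not analysed here.

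Probe sets were named with the annotation table provided with the data, and 41097 had a single gene symbol, 1801 several and 11777 none. For 41043 of the first, the symbol was brought up to date through the gene identifier in the RefSeq gene table of the GRCh38 assembly. That table was also used to find neighbouring genes, and no coordinate is printed because the sources name no genome build for these arrays. Probe sets with several symbols or none were left out of values per gene. The level of a gene, for 19775 genes, was that of its probe set with the highest mean over the 7 lines. Differences between lines are log2 values minus the mean of the 7 lines, or the range from the lowest to the highest line.

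Array values hold no detection call, so a background level was set per array at the 95th percentile of 107 olfactory receptor probe sets. Signal over this level is what limits the reading of low genes, and it limits L-1236 most. No test between lines was possible with 1 array each. The SD between probe sets of the same gene, pooled over 5050 genes with 13397 probe sets, served as the technical spread. A value counted as moved under an alternative when it changed by more than this spread. The spread can also hold differences between transcripts, and it was larger for TLE1 and TLE4, at 0.96 and 0.68. The percentile of a gene's range was taken among 10000 draws from its 500 nearest genes by mean level. The percentile of a list's median was taken among 10000 random lists of the same size, each member drawn from the 200 genes nearest in mean level. Relations across lines were given as Pearson's r and Spearman's rho with exact two-sided permutation tests over all 5040 pairings, and adjusted by the Benjamini-Hochberg method over the 14 relations of the family. The order of the lines was set against the colours of Figure 5F for 5 TLE genes and against bars of RQ-PCR figures for 4 genes, both read by eye, with exact permutation tests of rho. A line was held to stand apart when its gap to the next line, divided by the range over the 7 lines, exceeded Dixon's critical value of 0.568. Of the probe sets of Supplementary Table 1, which holds 250, those were counted at which L-540, SUP-HD1 or U-HO1 lay at least 2 above all of HDLM-2, KM-H2, L-428 and L-1236, and set against 10000 draws of probe sets of similar mean level.

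The sample mapping, the tests, the alternatives and 18 gene lists were fixed before the data were examined, while values in the paper's figures and tables had been seen. The lists were the TLE family, the NKX2-2 network of the paper, NKL homeobox genes, B-cell genes, T- and NK-cell genes, myeloid genes, Hodgkin/Reed-Sternberg cell genes, NFkB pathway genes, JAK-STAT pathway genes, MHC class II genes, MHC class I genes, polycomb repressor complex 1 genes, BMP pathway genes, IL17 receptor and ligand genes, sonic hedgehog pathway genes, cell cycle genes, genes every cell uses, and other genes named by the paper. Genes named in the text are every measured member of the TLE family and of the lists of genes the paper names, and in each other list up to 4 members with the largest range. To these come, for each line, the 3 genes with the largest gap above the next line and the 1 gene with the largest gap below it, leaving out XIST and genes on chromosome Y. Genes named beyond this rule are marked as chosen after their values were seen, apart from CIITA, which a hypothesis named before its level was seen.

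The alternatives took the probe set with the largest variance, the mean of all probe sets of a gene, no probe sets whose names end in _x_at or _s_at (which can match several transcripts), each array minus its median, quantile normalization applied again, the median of the lines as reference, values below background raised to it, the 90th or 99th percentile as background, a range of 3 in place of 2, a margin of 1 for Supplementary Table 1, and each line left out in turn. Leaving out L-1236 and U-HO1 together, and matching the draws for Supplementary Table 1 on the highest of the 4 lines, were added after the data were seen.

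The procedure was tested on simulated data with the mean levels of the 19775 genes and 200 genes raised in 1 line. All 50 genes raised by 2.5 passed a range of 2, as did all raised by 4 and by 6, and 0 of the 50 raised by 1 did. Among unchanged genes, 0 of 19575 passed, and 4.98% of 5000 stood apart by Dixon's criterion. The counts at a range of 2 hold for the noise of the simulation alone. They give no rate of false calls for the arrays, where the SD between probe sets of a gene was 0.54. Of 200 unrelated pairs, 6.50% had a permutation p under 0.05, and of 280 medians of unchanged lists 3.21% lay outside the middle 95% of random lists. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.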

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

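Both tests on IL17RB, the test of background noise at TLE4 and the comparison of the spread of TLE4 between lines were chosen only after the result was seen. A single line stood far from the other 6 in 19 of the 118 measures examined, by the gap to the next line relative to the whole range. Chance flags about 1 in 20 such groups, and the share was 13 of 90 named genes and 2 of 18 gene lists. The rate of 1 in 20 holds for genes not picked by range. Many of the 90 were picked as list members with the largest range, so this rate cannot serve as their chance level. The 28 genes picked for a large gap were not examined this way.

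L-540 stood above the other lines in 5 genes. The homeobox gene HLX was at 8.96, with L-1236 next at 5.05, and NKG7, a gene of cytotoxic lymphocytes, at 11.22 against 5.52 in HDLM-2. FLI1, which the paper places upstream of NKX2-2, was at 8.53 against 6.27 in KM-H2. CACNA2D2 was at 6.50 against 4.86 in L-1236, and GUSB at 10.17 against 8.87 in L-428. In KM-H2 the homeobox gene EN1 was at 7.20, against 2.97 in HDLM-2. In L-1236 the homeobox gene NKX6-1 was at 6.79 against 4.10 in L-428, and SYK at 5.23 against 3.73 in KM-H2, although SYK lay below background in all lines. HLA-DRA in L-1236 was at 7.18, with L-540 the next lowest at 10.82. ID2 in L-428 was at 8.73, with the next lowest value of 10.81 in L-1236. INPP5D in SUP-HD1 was at 3.92, with the next lowest value of 5.83 in L-1236. SOCS1 in U-HO1, an inhibitor of JAK-STAT signalling, was at 2.87, with the next lowest value of 7.52 in L-1236.

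On the L-1236 array the background level was 5.59 against 4.86 in HDLM-2, and the poly-A spike phe read 4.03 against 6.10 in L-428. The median of the genes every cell uses lay at -0.73 in L-1236 relative to the mean of the lines, with the next lowest value of -0.01 in L-540. Random lists of the same mean level lay lower than this in 10.3% of draws, and over the alternatives the median ran from -0.83 to -0.24. The median of the NKL homeobox genes was 0.37 in L-1236, with the next highest value of -0.02 in L-540, and 78.5% of random lists lay lower. On the U-HO1 array 18S ribosomal RNA was at 11.12 against 7.06 in L-540, and the 3′ to 5′ difference of ACTB was 2.11 against 0.54 in HDLM-2.

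IL17RB stood at 7.24 in U-HO1 and at 4.63 in HDLM-2, the next line, and it was above background in U-HO1 alone, at all 3 of its probe sets. A U-HO1 array that reads high at weak probe sets is argued against, since 0.954% of 2831 probe sets of similar level and design stood at least 2 above every other line in U-HO1, against 0.495% to 2.08% in the other lines. Higher activity of the whole chromosomal neighbourhood is argued against by a median of -0.30 relative to the mean of the lines over the 10 nearest measured genes, of which WNT5A, chosen after its value was seen, was the highest, at 3.44. Transcription of IL17RB itself and binding of another transcript stay open, since the names of all 3 probe sets end in _x_at or _s_at and no other probe set of the gene was measured. No biological explanation beyond the neighbourhood was tested, because the design holds 1 array per line and no treatment.

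TLE4 was highest in U-HO1 at the probe set with the highest mean, while at 3 of the other probe sets it lay at -1.11 to -2.18 relative to HDLM-2. A candidate explanation is that probe sets of a gene disagree more on the U-HO1 array than on the others, and their spread there was 1.88 times the median spread in the other 6 lines. It cannot be told whether this applies to TLE4, because the spread of TLE4 itself was 0.91 in U-HO1 and 0.95 in HDLM-2. Background noise at weak TLE4 probe sets cannot be told apart from this, because only 2 of the 5 were above background in U-HO1, the one with the highest mean and 1 that lay at least 1 below HDLM-2. Different TLE4 transcripts were not tested.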

How the results depend on the processing

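Leaving out L-1236 and U-HO1 together and matching the draws for Supplementary Table 1 on the highest of 4 lines were chosen only after the data were seen, and the other alternatives were planned. No paired analysis was possible because each line has a single array. Of 83 values for the ranges of the TLE genes under alternatives, 70 moved by less than the technical spread and 13 by more. Of the TLE values per line 501 of 527 moved by less, as did 1391 of 1586 values of named genes. List medians cannot be judged by this spread, since 111 of the 126 are smaller than it, and they kept their sign in 1387 of 1602 values. None of the 14 relations had an adjusted p under 0.05 in any of 168 values, which ran from 0.0778 to 0.983, and r kept its sign in 153 of them. The counts of list members above background stayed within 1.5 times at both other background levels. Leaving out probe sets that end in _x_at or _s_at gave no value for TLE5 or IL17RB. Signal over background limits the low genes, above all in L-1236. The cause was not tested for any of the changes that follow.

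With the probe set of largest variance, the range of TLE6 was 2.05, against a line below background. SMURF2 in L-1236 turned to -0.28, PCGF5 in L-1236 to 0.42 and POU2F2 in U-HO1 to 0.11 relative to the mean of the lines. In L-1236 the medians became -0.96 for the TLE family, -0.65 for MHC class I genes, 1.05 for IL17 receptor and ligand genes and -1.29 for cell cycle genes, and in U-HO1 -0.67 for the NKX2-2 network and -0.91 for JAK-STAT pathway genes. The sign of r turned for TLE3 with TLE6, to 0.31, and for TLE4 with TLE6, to 0.12. With the mean of all probe sets, the ranges were 3.44 for TLE1, 3.61 for TLE3 and 2.76 for TLE4, and PCGF5 in L-1236 turned to 0.15 and POU2F2 in U-HO1 to 0.11, and r to 0.28 for TLE3 with TLE6 and to 0.22 for AUTS2 with MSX1. Without probe sets ending in _x_at or _s_at, TCF3 in L-540 turned to -0.31, SYK in L-1236 to -0.0429, ITGAM in KM-H2 to -0.09, RYBP in U-HO1 to 0.0386 and GAS1 in SUP-HD1 to 0.0457, and r to 0.69 for AUTS2 with MSX1 and to -0.22 for PCGF5 with MSX1. The median of B-cell genes in L-1236 changed sign to -0.16, and medians became -0.87 and -0.90 for T- and NK-cell genes in KM-H2 and SUP-HD1, and -0.35 for MHC class I genes in SUP-HD1. Quantile normalization applied again gave medians in L-1236 of -0.0886 for NFkB and 0.00489 for JAK-STAT pathway genes, the latter a change of sign. With values below background raised to it, the ranges were 3.68 for TLE1, 3.75 for TLE3 and 3.08 for TLE4, and CACNA2D3 in L-428 turned to -0.0523. At a range of 3, 3250 genes differed, and at a margin of 1, 50 probe sets of Supplementary Table 1 passed.

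With each line left out in turn, the range ran from 4.53 to 5.38 for TLE1, from 3.31 to 4.40 for TLE3 and from 1.79 to 2.49 for TLE5, and CD247 in L-540 from -0.36, without HDLM-2, to 4.24. The value of -0.36 belongs to the gene's other probe set, so the line left out and the probe set changed together. The sign of r changed within the ranges from -0.48 to 0.22 for AUTS2 with MSX1, -0.48 to 0.0483 for TLE3 with TLE4, -0.89 to 0.14 for TLE4 with MSX1, -0.26 to 0.26 for TLE3 with TLE6, -0.43 to 0.0563 for TLE1 with TLE3 and -0.74 to 0.13 for TLE1 with TLE2. Without L-1236 and U-HO1 together, the range of TLE5 was 1.83, 4317 genes differed, the median of Hodgkin/Reed-Sternberg cell genes in SUP-HD1 was -0.16, and that of MHC class II genes was 1.20 in HDLM-2, 0.35 in KM-H2, 0.028 in L-428 and -0.75 in L-540.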

Differences from the paper's values

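The paper reports activity of IL17RB by RQ-PCR in DEV alone among the HL cell lines (Figure 2E). In the array data, the 3 IL17RB probe sets were at 7.10 to 7.28 in U-HO1, above a background level of 4.59, and below background in the other 6 lines, as in the figure. Over the alternatives set before the data were examined, the level in U-HO1 lay 1.65 to 3.13 above the next line, and none brought it to the level of the others. Without probe sets ending in _x_at or _s_at the gene had no value.

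For AUTS2, Figure 5A shows a bar for U-HO1 and almost none for the other 6 lines. At the probe set with the highest mean, AUTS2 was highest in U-HO1 too, at 10.19, and below background in L-540 and SUP-HD1, as in the figure. It was also at 9.12 in L-428, 8.68 in HDLM-2, 8.11 in L-1236 and 7.86 in KM-H2, where the figure shows about 0.01 of the DEV level for L-428, read by eye, and nothing for the others. The gene's other two probe sets lay below background in these 4 lines.

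For MSX1, Figure 5B shows the highest level in L-1236 among the HL cell lines drawn. In the array data L-1236 was at 4.77, below its background, while SUP-HD1 was at 5.91 and L-428 at 5.15. L-540 was the lowest of these lines in both.

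In the heat map of Figure 5F the order of the 7 lines by colour, read by eye, had rho = 0.93 with the array levels for TLE1 (exact permutation test, p = 0.00675, adjusted p = 0.0112), 0.96 for TLE3 and for TLE6 (exact permutation test, p = 0.00278, adjusted p = 0.00694) and 0.82 for TLE4 (exact permutation test, p = 0.0341, adjusted p = 0.0427). The methods describe arrays of these 7 lines and heat maps of profiling data, so the figure was in all likelihood drawn from the same arrays. No relation was then ruled out in advance, and rho reflects only the choice of probe set and the reading of colours. It is no independent check of the levels. The rho of TLE6 was -0.036 with the probe set of largest variance. It was 0.36 both with the mean of all probe sets and without probe sets ending in _x_at or _s_at. Over all alternatives rho ran from 0.89 to 0.96 for TLE1, from 0.89 to 1 for TLE3 and from 0.77 to 0.93 for TLE4. For TLE4, the figure gives HDLM-2 a stronger red than U-HO1, whereas the level was 7.37 in HDLM-2 and 7.59 in U-HO1. The mean of all probe sets, an alternative set before the data were examined, put HDLM-2 first at 5.54, as did 3 of the 5 single probe sets. For TLE2, the figure gives U-HO1 the lowest value, whereas the level was 5.37 in U-HO1 and lowest in HDLM-2 at 4.81. The order of TLE2 had rho = 0.43 (exact permutation test, p = 0.354, adjusted p = 0.354), and over the alternatives, including one added after the data were seen, rho ran from 0.086 to 0.70.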

Other observations

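The test of a low reading of the L-1236 array at MHC class II genes, the conditions that CIITA and neighbouring genes be active enough to show a loss, the test on genes with active neighbours on both sides, the alternative without L-1236 and U-HO1, and the matching of probe sets for Supplementary Table 1 on the highest of 4 lines were chosen only after the result was seen. Of the 11 MHC class II genes, 10 differed by at least 2 between the HL cell lines, against 50.1% of all genes above background in at least 1 line. Their median relative to the mean of the lines was 1.87 in HDLM-2 and 0.94 in KM-H2, and -1.75 in L-1236, where 99.99% of random lists matched on mean level lay higher. The mean of the lines holds the low values of L-1236, and without L-1236 and U-HO1 the median was 1.20 in HDLM-2 and 0.35 in KM-H2. HLA-DPB1 was at 12.35 in HDLM-2 and at 5.93 in L-1236, HLA-DMA at 10.54 and 5.81, and HLA-DOA at 8.92 and 4.65. Of 9 measured MHC class I genes, 4 differed by at least 2, and the medians ran from -0.34 in U-HO1 to 0.37 in HDLM-2. NLRC5 was highest in L-1236 at 7.50, HLA-E in L-540 at 11.10 and HLA-C in SUP-HD1 at 12.68. TAPBP was lowest in SUP-HD1, at 7.79. Genes of Hodgkin/Reed-Sternberg cells had a median of 0.78 in HDLM-2, above all of 10000 random lists, and of -0.61 in U-HO1, with the chemokine CCL17 at 13.07 in HDLM-2, CD274 at 11.52 in SUP-HD1, FSCN1 at 12.10 in L-428 and TNFRSF8, which encodes CD30, at 10.99 in L-540 and 4.36 in SUP-HD1. NFkB pathway genes had a median of 1.04 in KM-H2, again above all random lists, with BCL2A1 at 11.24 and CCL5 at 12.08 there, LTA at 10.69 in HDLM-2 and REL at 10.60 in U-HO1. JAK-STAT pathway genes had medians of 0.56 in L-540 and 0.49 in HDLM-2, with SOCS3 at 10.63 in L-540, IL13RA1 at 10.16 in HDLM-2 and SOCS2 at 10.55 in KM-H2.

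In L-540 the cytotoxic genes GZMB and PRF1 were at 12.01 and 11.34, and CD247 at 9.90, with PRF1 at 11.08 and CD247 at 9.81 in HDLM-2 as well. Without HDLM-2, the probe set with the highest mean was chosen anew, and CD247 in L-540 was at -0.36 relative to the mean of the lines. That value belongs to the other of its 2 probe sets. At the one printed here, L-540 at 9.90 stays highest without HDLM-2, with L-1236 next at 4.74. The median of T- and NK-cell genes was 0.22 in L-540, above 95.8% of random lists. Among B-cell genes, EBF1 was at 9.88 in U-HO1 and 3.00 in L-1236, POU2AF1 at 9.39 in SUP-HD1 and 6.81 in L-1236, SPIB at 8.74 in HDLM-2, PAX5 at 8.18 in U-HO1, and BLK at 8.08 in L-540, with list medians from -0.34 in L-428 to 0.41 in L-1236. The latter turned to -0.16 without probe sets ending in _x_at or _s_at, and 8 of 19 B-cell genes were above background in L-1236, against 11 to 13 in the other lines. Of 11 measured myeloid genes, ITGAM was at 8.22 and CD14 at 6.02 in KM-H2, CEBPB at 9.78 and CSF1R at 7.65 in L-540, with medians from -0.20 in L-428 to 0.18 in L-540. Without probe sets ending in _x_at or _s_at, ITGAM in KM-H2 turned to -0.09 relative to the mean of the lines. BMP pathway genes had a median of -0.55 in L-428, below all of 10000 random lists, and of 0.34 in L-540, with ID3 at 9.90 and ID1 at 8.25 in U-HO1, SMAD9 at 8.90 in SUP-HD1 and SMAD7 at 7.56 in HDLM-2. Cell cycle genes had a median of 0.53 in L-428 and of -0.74 in L-1236, with 16.2% of random lists of that level lower still. PLK1 was lowest in U-HO1, at 4.70. MCM4 at 10.34, CDK1 at 10.97 and MCM5 at 9.80 were highest in SUP-HD1. Genes of polycomb repressor complex 1 ran from -0.66 in L-1236, with 41.1% of random lists lower, to 0.34 in KM-H2, with RYBP at 11.68, CBX7 at 8.63 and PHC1 at 8.08 in HDLM-2. Among genes every cell uses, TFRC was at 12.61 and SDHA at 10.65 in HDLM-2, and POLR2A at 8.37 in U-HO1.

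Over the alternatives, including the one added after the data were seen, these medians ran from 0.0183 to 0.70 for T- and NK-cell genes in L-540, where in L-1236 they reached 0.25. For JAK-STAT pathway genes they ran from 0.32 to 0.73 in L-540 and from 0.12 to 0.63 in HDLM-2, for Hodgkin/Reed-Sternberg cell genes from 0.37 to 1.18 in HDLM-2 and from -0.69 to -0.26 in U-HO1, and for NFkB pathway genes from 0.78 to 1.09 in KM-H2. For B-cell genes they ran from -0.41 to -0.06 in L-428. For BMP pathway genes they ran from -0.75 to -0.29 in L-428 and from 0.15 to 0.39 in L-540, and for cell cycle genes from 0.37 to 0.77 in L-428 and from -1.29 to -0.28 in L-1236. Those of polycomb repressor complex 1 genes ran from -0.76 to -0.14 in L-1236 and from 0.08 to 0.46 in KM-H2.

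Among the genes of the paper's network, NKX2-2 was below background in all 7 lines, at 2.67 to 3.03, where the paper reports it in DEV alone. MSX1 was at 7.52 in KM-H2. At the probe set with the highest mean, DAZAP2 was at 10.21 to 11.00 and SMURF2 at 6.53 to 7.73. PCGF5 was at 7.63 to 9.03 there and TCF3 at 8.93 to 10.98. Other probe sets differed more between lines. At one of DAZAP2, U-HO1 was lowest at 7.74 and L-540 highest at 10.10, whereas a further one ran from 9.98 to 10.78. PCGF5 ran from 4.22 in L-540 to 8.21 in HDLM-2 at another probe set, below background in L-540 and U-HO1. SMURF2 ran from 3.15 in SUP-HD1 to 7.05 in U-HO1. The median of the 10 measured network genes ran from -0.35 in SUP-HD1 to 0.08 in HDLM-2. In U-HO1 it was 0.02, and -0.67 with the probe set of largest variance. That is lower than the -0.43 that SUP-HD1 reached at its lowest over the alternatives. The median of 13 IL17 receptor and ligand genes ran from -0.39 in HDLM-2 to 0.30 in L-1236, with 77.8% of random lists lower than the latter. Over the alternatives the median in L-1236 ran from 0.13 to 1.05. TRAF3IP2 was at 7.99 in HDLM-2, IL25 at 5.85 in L-1236 and IL17B at 5.72 in KM-H2. The median of 13 sonic hedgehog pathway genes ran from -0.08 to 0.11, with PTCH1 at 8.83 in U-HO1, GAS1 at 6.96 and GLI3 at 7.48 in KM-H2 and IHH at 6.46 in L-1236. Of 36 measured NKL homeobox genes, 22 were above background in at least 1 line and 3 in all lines. The background is the 95th percentile of olfactory receptor probe sets, so some of these lie above it on each array. The count of 22 can thus hold silent genes. HHEX was at 5.85 in KM-H2 and 5.43 in U-HO1, and NKX2-5 at 6.55 and NKX6-3 at 6.19 in L-1236. TLX1 was just above background in L-540 at 4.65 and in SUP-HD1 at 4.79. NKX2-3 was below background in all lines, and NKX2-1 just above it in U-HO1 at 1 probe set, at 4.84, and in L-428 at the other, at 4.86. Of the other genes the paper names, with medians from -0.11 in KM-H2 to 0.17 in U-HO1, TCF4 was at 11.55 in HDLM-2 and 7.77 in L-540, MSC at 9.32 in HDLM-2 and 5.03 in L-1236, MEF2C at 10.33 in U-HO1 and 5.89 in KM-H2, GATA3 at 11.23 in L-428 and 8.26 in L-540, STAT3 at 8.56 to 10.09, TBP at 6.81 to 8.01 and POU2F2 at 5.15 to 6.11, while CACNA2D3 was below background in all lines.

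The order of the 7 lines on the arrays was compared with RQ-PCR bars of the paper for 4 genes, read by eye. It had rho = 0.99 for SMURF2 (exact permutation test, p = 0.000794, adjusted p = 0.00317), 0.80 for AUTS2 (exact permutation test, p = 0.0476, adjusted p = 0.0952), 0.72 for FLI1 (exact permutation test, p = 0.0770, adjusted p = 0.103) and 0.47 for DAZAP2 (exact permutation test, p = 0.290, adjusted p = 0.290). These orders were taken at the probe set with the highest mean alone, and rho was not computed at others. At that of SMURF2, L-1236 was highest at 7.73. At another SMURF2 probe set, U-HO1 was highest at 7.05 and L-1236 was at 4.19, below background. For AUTS2, the figure shows a bar for U-HO1, a very small one for L-428 and nothing for the other lines. Those other lines are tied, so rho and its p-value rest on U-HO1 and L-428 alone. On the arrays the tied lines ran from 2.97 in SUP-HD1 to 8.68 in HDLM-2, a spread that rho does not reflect.

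Each line had genes far above all others. These were CLDN14 at 11.32, TDO2 at 8.79 and C1orf162 at 9.87 in HDLM-2, MAGEA6 at 10.73, MMP12 at 11.70 and HBE1, an embryonic globin, at 10.76 in KM-H2, FCER1A at 10.52, ANKRD55 at 10.78 and UGT2B17 at 9.55 in L-1236, and DIAPH2-AS1 at 9.87, TSPAN8 at 9.57 and ARMCX2 at 9.39 in L-428. In L-540 ALKAL2 was at 11.15 and GSDME at 10.41 beside GZMB, in SUP-HD1 RAI14 at 10.10, the pituitary factor POU1F1 at 9.21 and TMEM100 at 10.19, and in U-HO1 TKTL1 at 12.22, S100B at 10.75 and LHX2 at 9.24. The next line was at 5.15 or lower in each case. KM-H2 had 184 genes at least 2 above all other lines and L-428 had 59, the extremes of the 7 lines, while L-1236 had 162 genes at least 2 below all others against 14 to 56 elsewhere. The count of 162 was not corrected for the low reading of the L-1236 array at high levels. That reading was a median difference of -0.73 at the 10% of probe sets with the highest mean level.

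Of the 250 probe sets of Supplementary Table 1, chosen by the study because DEV differs there from HDLM-2, KM-H2, L-428 and L-1236 in another dataset, 33 stood at least 2 above all of these 4 lines in L-540, SUP-HD1 or U-HO1. Random probe sets of similar mean level gave a median of 5 and 1 to 10 in the middle 95% of draws, and the same when matched on the highest of the 4 lines. The margin was reached at 22 probe sets in U-HO1, at 11 in SUP-HD1 and at 2 in L-540, and 2 of these, of ZBTB20 and LZTFL1, reached it in both U-HO1 and SUP-HD1. Beside IL17RB, the listed probe sets of CLIC6, TUSC1 and TLL2 were at 8.58, 8.20 and 7.97 in U-HO1, and those of PTPRO and VAV3 at 9.56 and 7.77 in SUP-HD1, and these 7 genes were chosen after their values were seen. The 4 lines took part in the choice of the list, which favours low values in them.

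A hypothesis for the low MHC class II genes of L-1236 was a lower level of CIITA, their main transcriptional activator and itself 1 of the 11 genes. CIITA lay at -1.43 relative to the mean of the lines in L-1236, at a level of 4.11, below background, against 7.37 in KM-H2. The test cannot decide, because the mean of CIITA over the lines, 5.54, lies below the background level of the L-1236 array, 5.59, so that array could not show a lower level. A low reading of the L-1236 array at genes of high level is argued against as the whole explanation, since 0.01% of random lists of the same mean level had a lower median on that array.

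In each line, the gene with the largest gap below all other lines was PERP at 2.91 in KM-H2, RBMS1 at 2.70 in L-1236, BNIP3 at 3.20 in L-540, IL1R2 at 3.56 in U-HO1, the apoptosis inhibitor BIRC2 at 2.58 in SUP-HD1, KHSRP at 2.61 in HDLM-2 and RAB33A at 3.28 in L-428. A sequence variant or fault at 1 probe set is argued against for 5 of these genes, since all 5 that had another informative probe set were at least 2 below every other line there too, at 1 of 3 such probe sets for KHSRP and for PERP. For BIRC2 and RAB33A no other probe set could decide. Loss of a segment that reaches an active neighbour is argued against for PERP, RBMS1 and RAB33A, the 3 genes with a neighbour active enough to show a loss on both sides, of which 0 had a neighbour at least 2 below every other line. For the other 4 genes, KHSRP, BNIP3, BIRC2 and IL1R2, loss of a segment with neighbouring genes cannot be decided, although 0 of the 7 had such a low neighbour. None of these 4 had an active neighbour on both sides. For BNIP3 and IL1R2 such a loss cannot be told apart from loss or silencing of the gene alone. For BIRC2 a fault at its probe set stays open too. For KHSRP and for PERP only 1 of 3 other probe sets was low, so loss or silencing of the gene is not settled for either.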
